# Prosaposin activates the androgen receptor and potentiates resistance to endocrine treatment in breast cancer

**DOI:** 10.1186/s13058-015-0636-6

**Published:** 2015-09-04

**Authors:** Azlena Ali, Laura Creevey, Yuan Hao, Damian McCartan, Peadar O’Gaora, Arnold Hill, Leonie Young, Marie McIlroy

## Abstract

**Introduction:**

*HOX* genes play vital roles in growth and development, however, atypical redeployment of these genes is often associated with steroidal adaptability in endocrine cancers. We previously identified HOXC11 to be an indicator of poor response to hormonal therapy in breast cancer. In this study we aimed to elucidate genes regulated by HOXC11 in the endocrine resistant setting.

**Methods:**

RNA-sequencing paired with transcription factor motif-mapping was utilised to identify putative HOXC11 target genes in endocrine resistant breast cancer. Validation and functional evaluation of the target gene, prosaposin (PSAP), was performed in a panel of endocrine sensitive and resistant breast cancer cell lines. The clinical significance of this finding was explored in clinical cohorts at both mRNA and protein level.

**Results:**

PSAP was shown to be regulated by HOXC11 in both tamoxifen and aromatase inhibitor (AI) resistant cell lines. Transcript levels of HOXC11 and PSAP correlated strongly in samples of primary breast tumours (r = 0.7692, n = 51). PSAP has previously been reported to activate androgen receptor (AR) in prostate cancer cells. In a panel of breast cancer cell lines it was shown that endocrine resistant cells exhibit innately elevated levels of AR compared to their endocrine sensitive counterparts. Here, we demonstrate that stimulation with PSAP can drive AR recruitment to a hormone response element (HRE) in AI resistant breast cancer cells. Functionally, PSAP promotes cell migration and invasion only in AI resistant cells and not in their endocrine sensitive counterparts. In a cohort of breast cancer patients (n = 34), elevated serum levels of PSAP were found to associate significantly with poor response to endocrine treatment (p = 0.04). Meta-analysis of combined PSAP and AR mRNA are indicative of poor disease-free survival in endocrine treated breast cancer patients (hazard ratio (HR): 2.2, P = 0.0003, n = 661).

**Conclusion:**

The HOXC11 target gene, PSAP, is an AR activator which facilitates adaptation to a more invasive phenotype *in vitro*. These findings have particular relevance to the development of resistance to AI therapy which is an emerging clinical issue. PSAP is a secreted biomarker which has potential in identifying patients failing to exhibit sustained response to hormonal treatment.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-015-0636-6) contains supplementary material, which is available to authorized users.

## Introduction

Breast cancer has the highest incidence and second highest mortality rate among cancers in women worldwide [1]. The median age of diagnosis for breast cancer is 61 years and the majority of patients are postmenopausal at time of diagnosis. Endocrine therapy has been the mainstay for patients with hormone receptor-positive breast cancer (approximately 75 %) since the inception of the steroid receptor modulator, tamoxifen, in the latter part of the 20th century. One of the major advances in breast cancer therapy in the past decade has been the widespread endorsement of aromatase inhibitors (AIs) as first-line therapy for postmenopausal patients with hormone receptor-positive breast cancer. AIs work by abrogating the activity of the enzyme aromatase (Cyp 19), which converts circulating androgens into estrogen within different body compartments including mammary adipose tissue [2–4]. Clinical trials into the efficacy and side-effects of these drugs in comparison to tamoxifen have heralded them as the main choice of adjuvant endocrine therapy for postmenopausal breast cancer [5]. Despite the huge advances in the treatment and management of breast cancer the development of drug resistance remains an unresolved problem. For hormone receptor-positive breast cancer, drug resistance occurs in approximately 25 % of cases, which accounts for approximately 50,000 breast cancer recurrences/annum in the US alone [6]. In some studies the development of resistance to endocrine therapy is estimated to be as high as 30−60 % [7]. This may be due in part to adaptive hypersensitivity of the intact estrogen receptor (ER) [5], selective co-activator enhancement [8], or a shift to growth-factor pathway-dependent cell growth which is well-known to contribute to endocrine treatment failure [9, 10]. Approximately 75 % of breast cancers also express androgen receptor, which includes a proportion of triple-negative tumours [11, 12]. With regards to the role of androgen signalling and breast cancer survival there is conflicting evidence. In ER-positive tumours it is reported that androgen receptor (AR) expression is beneficial and it is suggested that it may compete for ER binding sites on the DNA, thereby blocking estrogen-stimulated transcription of pro-proliferative genes [13]. Other reports however claim that high circulating levels of androgens are associated with increased breast cancer risk in both the premenopausal and postmenopausal setting [14] and that elevated levels of AR are pro-metastatic [15]. More recent studies have highlighted the tumour promotional effects of the AR particularly in the event of estrogen disruption [16–20].

Previous work from this laboratory investigating endocrine resistance in breast cancer has shown the developmental transcription factor HOXC11 to be a strong predictor of metastasis and poor disease-free survival (DFS), independent of receptor status, tumour size, nodal status and grade [21]. Homeobox genes encode a family of 39 proteins of which HOXC11 is a member. These proteins act as developmental transcription factors involved in growth and differentiation [22, 23]. They play essential roles in body patterning and spatial identity, hence they are akin to a form of cellular global positioning system [24]. Maintenance of *HOX* gene expression patterns are under complex epigenetic regulation. The homeobox transcription factors are known to be regulated by steroids during embryogenesis; however, there is a growing body of evidence to suggest that these genes are also architects of steroidal regulation in endocrine tumours [21, 25–27]. Studies by Norris et al. [28] demonstrate that HOXB13 can interact with the AR to alternately suppress or activate AR-responsive genes in a promoter-dependent manner. Moreover, recent studies into the upregulation of the HOXC locus in prostate cancer have demonstrated that its ability to modulate androgen signalling is due to the abrogation of coactivator recruitment to direct androgen target genes [25]. Thus, there is rapidly accumulating evidence to suggest that HOX genes and in particular HOXC genes are key players in modulating steroid signalling in endocrine tumours.

To further our understanding of HOXC11 and the role it plays in the development of endocrine resistance and steroidal adaptability we undertook an RNA-seq experiment to identify HOXC11 target genes in resistant breast cancer. We identified 1,919 genes, and conducted motif mapping to identify potential direct target genes of the transcription factor HOXC11. Analysis of the target genes identified a common novel motif with significant similarity to an AR response element. From these studies we identified prosaposin (PSAP) as a HOXC11 regulated gene. PSAP is a purported AR activator associated with metastatic potential in a number of neoplasms [29–31]. This study supports the hypothesis that expression of HOXC11 and the subsequent secretion of PSAP can expedite endocrine resistance to aromatase inhibitor therapy via tumour promotional activation of the AR.

## Methods

### Cell culture

Endocrine-sensitive MCF-7 (American Type Culture Collection (ATCC) Virginia, USA ) and tamoxifen-resistant LY2 cells (kind gift from R. Clarke, Georgetown, DC, USA) were grown as previously described [21]. MCF7-derived AI-sensitive cells (Aro) were developed in house. MCF7 Aro-derived letrozole-resistant cells (LetR) and anastrozole-resistant cells (AnaR) were created by long-term treatment of Aro with letrozole (Novartis, Basel, Switzerland) or anastrozole (AstraZeneca, Macclesfield, UK) [21]. LY2, LetR and AnaR cells were utilised to model endocrine resistance developed through long-term adaptation to hormonal therapy. MDA-MB-453, SKBR3 and LNCaP cells were acquired from ATCC and maintained as recommended. Cells were maintained in steroid-depleted medium for 72 hours before treatment with hormones. All cells were incubated at 37 °C under 5 % CO_2_ in a humidified incubator. All in-house cells were authenticated and are routinely verified as endocrine resistant.

### siRNA transfection

HOXC11 was silenced by transient transfection using an experimentally verified pool of siRNA (Flexitube, Qiagen, Manchester, UK) as previously described [21]. All transfections were carried out using Lipofectamine 2000 transfection reagent according to manufacturer’s instructions (Invitrogen, Thermo Fisher, Warrington, UK) and a non-targeting siRNA negative control (Ambion, Thermo Fisher, Warrington, UK) was used as a control for all siRNA experiments.

### RNA extraction, library preparation and RNA sequencing (RNA-seq)

To assess the global effects of HOXC11 in endocrine-resistant breast cancer cells we performed RNA-seq on LY2 cells, which were transfected with either siRNA targeting HOXC11 (siRNA-HOXC11) or a scrambled negative control siRNA (scrambled) in the presence of tamoxifen (10^−8^ M). Knockdown was verified by Taq-man quantitative reverse transcription PCR (qRT-PCR) prior to library preparation. RNA (10 μg) was extracted using an Oligotex mRNA kit (Qiagen) as per manufacturer’s instructions (n = 4). RNA was reverse transcribed followed by mRNA library preparation and sequencing based on a protocol outlined by Wilhelm *et al*. [32]. Sequencing was performed on an Illumina Genome Analyzer II (GAII) (54 million reads per sample on average). Four independent biological libraries were prepared for each sample to facilitate the detection of expression and estimation of variance. Multiplexing was achieved using barcoding adapters designed in house. After quality checks two of the replicates per sample group were then subjected to further downstream analysis.

Short reads of 36 bp in length were aligned to human reference genome (UCSC hg19, Ensembl GRCh37 release 64) using the splice-aware aligner Tophat [33] allowing up to 50 multiple mapping locations and no more than 2 mismatches across each read. Differential expression genes (DEGs) were detected by using the Cufflinks/Cuffdiff program (v v1.0.2) [34].

### Estrogen response element (ERE) and androgen response element (ARE) motif analysis

The AR and ER position frequency matrices (PFM) were downloaded from the JASPAR database [35]. The PFM was then converted to positive weight matrices (PWM) using the MEME suite programme [36]. A 400-bp-sized window surrounding starting sites of HOXC11 target genes was selected for motif searching. FIMO [37], a MEME suite programme, was used to identify the AR/ER motifs near the HOXC11 target gene start site with a *p* value significance cutoff set at 0.001. Genes having at least one significant hit were kept, and for genes with multiple significant hits, only the best one is reported.

### HOXC11 motif analysis

The global mapping of the HOXC11 motif was performed using the TFfind programme [38]. The HOXC11 motif frequency matrix (PFM) and representing logo were identified from the UniPROBE database [39]. The first bp and the last 3 bp of this motif were deemed to have low information content and removed from further consideration, resulting in a full motif of 12 bp (consensus sequence: AANGTCGTAAAA) being employed for binding site discovery. Mapping was carried out in the promoter region (5000 bp upstream of TSSs) of all annotated human genes (UCSC hg19, Ensembl GRCh37 release 64). Resultant hits that met the predefined cutoff (≥0.9; 1 denotes a perfect match) were kept and associated with corresponding gene symbols based on the UCSC kgXref table. Overlaps between the DEGs from the siRNA-HOXC11 RNA-seq data and those containing HOXC11 motif in their promoters were reported.

### Chromatin immunoprecipitation

LY2 cells were treated with tamoxifen (10^−8^ M), estrogen (10^−8^ M) or vehicle. LetR cells were treated with androstenedione (Andro, 10^−7^ M), estrogen (10^−8^ M) or vehicle. Chromatin immunoprecipitation (ChIP) was performed as previously described [21]. Mouse anti-HOXC11 (6 μg) (Santa Cruz Biotechnology (SCBT), Texas, USA) was added to the supernatant fraction and incubated overnight at 4 °C with rotation. Proteins were un-crosslinked, and primers were used to amplify the DNA −581 to −116 of the PSAP proximal promoter that harbors a HOXC11 binding site and a hormone response element (HRE). 

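On GRCh37, the PSAP proximal promoter primers match chromosome 10 at positions 73611444 to 73611463 (forward primer) and 73611199 to 73611218 (reverse primer), and so bound an amplicon of 265 bp. PSAP (ENSG00000197746) lies on the minus strand from 73576055 to 73611008 in GENCODE release 44, and the locus that the authors' deposited table of RNA-seq values gives for it ends at 73611126. The amplicon therefore covers 73 to 337 bp upstream of the end of that locus and 191 to 455 bp upstream of the annotated 5′ end. Within it, the sequence AAGGTCATAAAA at 73611237 to 73611248 differs from the HOXC11 consensus AANGTCGTAAAA by 1 substitution, G7A, with positions counted from 1 at the 5′ end of the consensus. Over the 5000 bp upstream of the locus end, no exact copy of the consensus was found, and this was the only copy with 1 mismatch. The androgen receptor (AR) match that Additional file 5 gives for PSAP, AAGAACTTGGAGAAA, lies at 73611213 to 73611227, inside the same amplicon and overlapping the reverse primer (the paper's reported p value for the match is 0.000321). The plus strand from 73611199 to 73611258 reads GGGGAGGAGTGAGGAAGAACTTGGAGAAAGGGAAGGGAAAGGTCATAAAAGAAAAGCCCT and holds both sites. These positions come from the reference sequence, and no sample was measured for them.

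**Figure D1:**
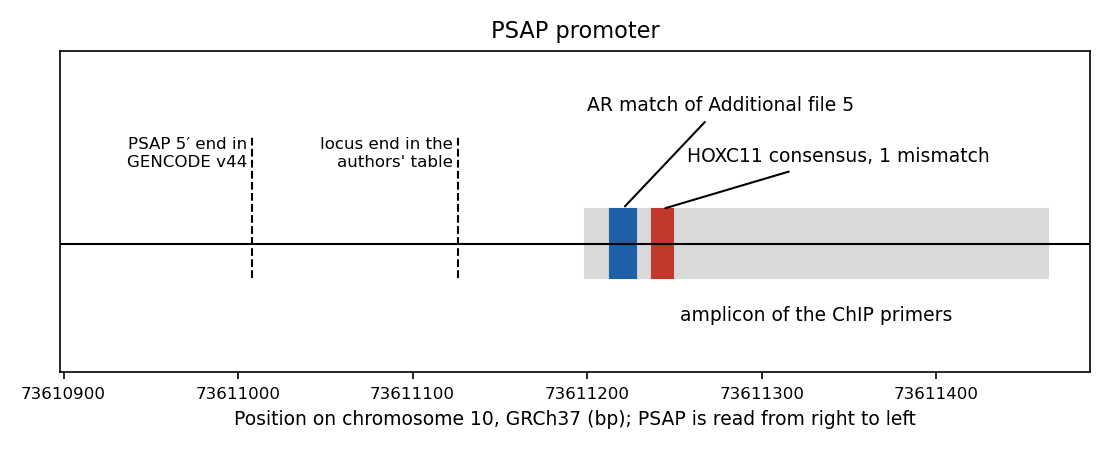
Map of the PSAP promoter on chromosome 10 of GRCh37, with position in bp on the x axis and no scale on the y axis. The grey box is the amplicon of the ChIP primers, the coloured boxes are the HOXC11 consensus match at 73611237 and the AR match at 73611213, and the dashed lines mark the ends of the locus and of the annotated gene at 73611126 and 73611008.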

PSAP proximal promoter primers were forward: CCCGCTACTACAATGGGCTA, and reverse: GGGGAGGAGTGAGGAAGAAC. Distal non-promoter control primers were forward: TGGTGAGGTTGTATCCACGA, and reverse: CCACTCATGCAATGACCGTA.

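By exact match to GRCh37, the distal control primers bound a region of 258 bp on chromosome 21, from 48026436 to 48026693, and neither primer has a match on chromosome 10. No annotated gene of GENCODE overlaps the region. The nearest 5′ end of a protein-coding gene is that of S100B (ENSG00000160307, minus strand), at 48025121, and the region lies upstream of it by 1315 bp. Each primer of both pairs has 1 exact match over all chromosomes.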

### PSAP ELISA

A commercially available PSAP ELISA (Cusabio, Stratech, Suffolk, UK) was used to assess serum levels of secreted PSAP in conditioned medium from breast cancer cell lines *in vitro* and also in blood serum from consenting patients with breast cancer (n = 34) (see “Clinical Samples” for more detail).

### Western blotting

Protein from breast cancer cell lines were lysed, electrophoresed, and immunoblotted with a rabbit anti-human AR (1:1000 dilution) (sc-816, SCBT), β-actin loading control (Sigma Aldrich, UK) and a corresponding horseradish peroxidase-conjugated secondary antibody (Dako, Den).

### HOXC11 transfection

A vector construct pCMV.SPORT-HOXC11 (Life technologies, Thermo Fisher, UK) was used to transiently overexpress HOXC11 in MCF7 cells. MCF7 were seeded at 2.5 × 10^5^ cells in a 6-well plate and incubated overnight. Lipofectamine 2000 (Life Technologies) was used to transfect the cells with pCMV.SPORT-HOXC11 versus empty vector (2 μg) according to the manufacturer’s instructions.

### TransAM AR assay

The TransAM assay (Active Motif, California, USA) was modified for use with an AR rabbit anti-human antibody (sc-816, SCBT). Optimal nuclear lysate and antibody concentrations were determined using steroid-dependent LNCaP prostate cancer cell nuclear lysate as a positive control (Additional file 1: Figures S1A and B). LetR breast cancer cells were cultured in the presence of metribolone, a synthetic androgen (R1881, Sigma Aldrich) (10 nmol/L) or recombinant human PSAP (rhPSAP) (10 ng/ml) for 1 hour. Cells were pelleted and nuclear protein isolated using a NE-PER kit (Pierce, Thermo Fisher). The assay was then performed according to manufacturer’s instructions using LetR nuclear cell lysate (20 μl) and AR antibody at a 1:250 dilution (Additional file 1: Figure S1B). On completion of the assay the plate was read at an absorbance of 450 nm (0.1sec) using a Victor2 plate reader (Perkin Elmer, Dublin, Ire).

### Treatment of cells in vitro with rhPSAP

Lyophilized rhPSAP protein (Abnova, Taiwan) was reconstituted in storage buffer (50 mM Tris-HCI, 10 mM reduced Glutathione, pH = 8.0). LetR cells were steroid-depleted for 72 hours prior to the addition of recombinant PSAP protein (10 ng/ml). Cells were cultured for a further hour (TransAM) or for 24 hours (protein analysis) under standard conditions, before the cell monolayer was washed with PBS, trypsinised and the cells pelleted for further analysis.

### Nuclear translocation assay

Uncoated glass microscope slides (BDH Laboratory supplies, UK) were cleaned with 100 % ethanol, air-dried and placed in sterile 6-well tissue culture dishes. MCF7 and LetR cells were seeded at 6 × 10^2^ onto a coverslip in steroid-depleted media for 72 hours prior to treatment. For individual treatments, rhPSAP (10 ng/ml) and enzalutamide (Enza, 10 μM, Selleckchem, Stratatech) were added to the cells for 3 hours. For dual rhPSAP and Enza treatment, cells were pretreated with Enza (10 μM) for 2 hours and then co-treated with rhPSAP (10 ng/ml) in the presence of Enza for a further hour (3 hours total treatment time). Cells were washed in PBS and fixed in methanol for 10 minutes and permeabilised with 0.1 % triton X-100. Samples were then blocked with 10 % goat serum for 1 hour at room temperature (RT) and incubated with an antibody against AR (N20, sc-815 1:50; SCBT) in 10 % human serum for 90 minutes at RT. Samples were incubated with secondary antibody anti-rabbit Alexa Fluor 488 (1:200) (Thermo Fisher) in 10 % human serum for 1 hour at RT. The nuclei were stained with 4′,6-diamidino-2-phenylindole (1 μg/ml) for 1 minute. Samples washed with dH_2_O and coverslips containing treated samples were mounted onto slides using fluorescent mounting media (Dako). Cells were visualised by fluorescent microscopy using the CellSens Olympus software. The nuclear translocation of AR (the intensity of AR signal within the nucleus) was quantified in a minimum of 50 cells using ImageJ software.

### In vitro cell migration assay

Uncoated glass microscope slides were cleaned with 100 % ethanol, air-dried and placed in sterile 6-well tissue culture dishes. Cells were plated (LetR 3 × 10^5^ cells/2ml growth medium per well, MCF7 2.5 × 10^5^ cells/2ml growth medium per well) and allowed to adhere for 24 hours at 37 °C under standard conditions. Cell monolayers were wounded using the pointed edge of a 20−200-μl yellow pipette tip to score laterally and through the longest length of the cell monolayer. All slides were wounded aseptically at the same time. Cells were treated with 0.1, 1.0, and 10.0 ng/ml rhPSAP and vehicle (Tris–HCl 5 nM). Five images were captured along the length of the scratch at 0, 6 and 24 hours. Five measurements were made within each image using CellSens Entry 1.8 software. Each treatment group consisted of three slides and the entire experiment was repeated in triplicate.

### Transwell invasion assay

Twenty-four-well Biocoat matrigel invasion chambers (Corning, USA) were prepared as per manufacturer’s instructions: 5 × 10^4^ cells/500 μl (either MCF7 or LetR) were seeded in serum-free medium into the upper chamber of the insert, and 10 % serum medium was added to the lower chamber to act as a chemoattractant. rhPSAP (10 ng/ml) was added to the upper chambers versus Tris–HCl (5 nM) control. Transwell plates were incubated for 48 hours under normal conditions, 37 °C, 5 % CO_2_. If cells had been transfected with siRNA the experiment was extended to 60 hours. Inserts were then washed with PBS (×2) and cells in the upper chamber removed using a cotton tip (Johnston & Johnston, Ire); cells remaining in the underside of the insert were then fixed in methanol (10 minutes), and 0.5 % crystal violet (Cruinn, Ire) was added to the lower chamber to visualize cells that had invaded across the membrane. Inserts were washed in dH_2_O (×2). Representative images (×4 magnification) (CellSens Olympus software) were then evaluated using Image J software to quantify the results. A minimum of five fields of view were evaluated per well.

### MTS assay

LetR cells were steroid-depleted for 72 hours and then seeded into a 24-well plate prior to the addition of bicalutamide (Bica) (1 μM) (Sigma Aldrich) or vehicle (dimethyl sulfoxide DMSO; 0.01 %) to regular growth medium. MTS reagent (Sigma Aldrich) was added after 2, 3 and 4 days respectively and the resultant colorimetric outputs analyzed by measuring the absorbance at 490nm using a spectrophotometer (Perkin Elmer).

### Colony forming assay

LetR cells were steroid depleted for 72 hours prior to being seeded into 6-well plates at a density of 5 × 10^2^ cells per well. The cells were treated with vehicle (DMSO; 0.01 %) or Bica (1 μM) and androstenedione (100 nmol/L), and each plate was incubated over 4, 8, or 12 days. Media containing treatments were changed every 48 hours up until the end of each time point. After each time point was reached, cells were washed with PBS, fixed with methanol-glacial acetic acid and stained with 0.5 % crystal violet solution (Cruinn).

### Clinical samples

Preoperative blood serum was collected from patients undergoing surgery for the resection of a clinically diagnosed primary breast tumour: 7-ml blood samples were taken in non-heparinised tubes, allowed to clot at RT for approximately 30 minutes and separated in a cooled (4 °C) centrifuge at 2,000 g for 10 minutes. Serum was stored as 0.5-ml aliquots/cryovials and placed in a freezer at −80 °C within 2 hours of being obtained. All patients provided written consent and are currently enrolled on a clinical trial (ICORG – 09–07), ethical approval was sought and granted by the appropriate Research (Medical Ethics) Committees at Beaumont and Waterford Regional Hospital (Ire). Clinical pathology data including receptor status, tumour grade, nodal status, and endocrine therapy have been collated. The median follow-up period for the cohort was 35 months.

### HOXC11 and PSAP mRNA correlation in clinical datasets

The Cancer Genome Atlas (TCGA) breast cancer RNA-seq dataset was evaluated to determine correlation between PSAP and HOXC11 mRNA in a supplementary clinical cohort. The TCGA data were classified based on breast cancer subtypes (luminal A, luminal B, human epidermal growth factor receptor (Her)2 over-expressing and basal) and each subtype was assessed for correlation (Spearman) between PSAP and HOXC11. In addition, samples with high AR expression (upper quartile) were also selected and the Spearman’s correlation between HOXC11 and PSAP calculated for this subgroup. A hazard ratio (HR) curve was also generated for PSAP based on these data.

### Meta-analysis of PSAP mRNA expression and breast cancer patient survival

BreastMark [40] is an algorithm that enables the identification of subsets of gene transcript/miRNAs that are associated with disease progression in breast cancer and its subtypes. High levels of PSAP and/or AR mRNA were evaluated in endocrine-treated datasets.

### Statistical analysis

Graphpad Prism was used for the majority of statistical analysis. Univariate analysis was conducted using Fisher exact test for categorical variables. A *p* value of less than 0.05 was considered to be significant. Significance for quantitative data was evaluated by repeated measures one-way analysis of variance (ANOVA) for treatments over time and the unpaired, two-tailed Student *t* test was used to compare means. Spearman’s rank coefficient was used to determine correlation between variables.

### Data accession code

RNA-seq data are available from the Gene Expression Omnibus (GEO) database (GSE71139).

## Results

### Prosaposin (PSAP) was identified as a putative HOXC11 target gene from RNA-sequencing of endocrine-resistant breast cancer cells in which HOXC11 was knocked down

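LY2 cells, a tamoxifen-resistant line derived from MCF7 breast cancer cells, were transfected with siRNA-HOXC11 or with scrambled siRNA (2 μg per well by the sample labels) and kept in 10 nM tamoxifen for 24 h. By the labels, the siRNA-HOXC11 was a pool from one supplier and the control siRNA came from another. There were 4 libraries in each group, and 1 library of each group shared each sequencing lane. The paper states that RNA was extracted with an Oligotex mRNA kit, whereas the labels name total RNA and an RNeasy kit. The paper reports 54000000 reads per sample on average, and the depth of each library was not analysed here. The authors aligned reads of 36 bp to GRCh37 (hg19) with TopHat, at up to 50 mapping locations and 2 mismatches per read, and called differentially expressed genes (DEGs) with Cuffdiff 1.0.2 and the Ensembl release 64 annotation. For each called gene, the authors' deposited table gives 1 FPKM value (fragments normalized to transcript length and library size) for each group, averaged by the authors over replicates 1 and 2. Replicates 3 and 4 were not analysed here. Because each group has 1 averaged value, no standard deviation is given and no test of the group difference was added to the authors' q-values, which are rounded to 3 decimals and reach 0.05 at most. Genes that were not called have no values in the table. The log2 fold changes (siRNA-HOXC11 over scrambled) are the authors' deposited natural log fold changes put on the log2 scale, whereas ratios and folds were computed from the FPKM values with no pseudocount. A gene at 0 in either group was given no fold change. A gene's locus in the table is the stretch of overlapping genes in which Cuffdiff assigned reads, and 769 called genes share theirs with another called gene. HOXC11 itself is listed as lower in the group labelled siRNA-HOXC11.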

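In the authors' deposited table, 1471 called genes are above 0 FPKM in both groups and 448 are listed at 0 in at least 1 group, of which 2 are at 0 in both after rounding. Among the 1471 genes, the median log2 fold change was 0.94 for the genes that rose and -0.85 for those that fell. A change of less than 1.5-fold was seen in 214 of the genes that rose and in 240 of those that fell. Called genes were grouped by 16 lists of gene names. The interferon response list holds 58 names, of which 26 are called in the authors' deposited table, with 25 higher after siRNA-HOXC11 and 1, IFITM1, lower. Their median log2 fold change was 0.71, at percentile 99.91 among random lists of called genes of the same size and matched on mean FPKM. This percentile is a description, since several members share a locus and are not independent draws. Part of the called genes, and IFIT1 in Fig. 1d, had also been seen when the list was written. The largest rises among the called members were in IFIT2 (log2 fold change 1.70), IFIT3 (1.45), RSAD2 (1.45) and IFIT1 (1.39), from the authors' deposited table. RSAD2 (ENSG00000134321, chromosome 2, 7005688 to 7038370) rose from 17.0 to 46.3 FPKM in the authors' deposited table, where its q is listed as 0. The abundant member ISG15 (ENSG00000187608, chromosome 1, 936518 to 949920) is at 993 and 1219.7 FPKM in the authors' deposited table, with a q of 0.018. IFIT1, IFIT2, IFIT3 and IFIT5 are listed with 1 shared locus, as are OAS1, OAS2 and OAS3, and RSAD2 with CMPK2. So are TAP1 with PSMB8, STAT1 with the called gene GLS, and IFITM1 with its paralog IFITM2. By annotated position, the IFIT genes, the OAS genes, TAP1 with PSMB8, and IFITM1 with IFITM2 do not overlap, whereas RSAD2 and CMPK2 overlap at their ends. Reads from neighbours in a locus are possible, and how reads were divided between these genes was not tested. The paper does not report the interferon genes as a group.
The other lists had few called members. Of the estrogen response genes, 6 of 48 were called. Protein folding in the endoplasmic reticulum had 4 higher and 3 lower genes, with EDEM2, DERL3 and DNAJB9 lower and DDIT3 among the higher ones. There were 3 higher and 4 lower genes of adhesion, matrix and migration (LAMA3 and FLRT3 lower, RHOB higher), and 4 higher and 2 lower genes of the cell cycle (BUB1B and MCM10 higher, ZWINT lower). Of genes of heat shock and oxidative stress, 4 were higher, with MT1F and SOD2 the largest, and HSPE1 and HSPA8 were lower. The list of steroid receptors and coregulators also holds UGT1A1, which encodes an enzyme. In that list, NCOA1 and UGT1A1 were higher and 4 genes were lower, including ESR2 and NCOR1. Growth factor receptor and PI3K-AKT signalling had 2 higher genes, NRAS and ERBB3, and 3 lower ones, FGFR1, HRAS and MAPK3. The lysosome list had GBA and M6PR higher and IDS and PSAP lower, and the list of cholesterol and fatty acid synthesis had SQLE and FADS2 higher and FADS1 and SREBF1 lower. Of androgen response genes, TPD52 was higher and ARFGAP3, HERC3 and KRT19 were lower. ERBB3 was the higher member of the luminal epithelium list, in which KRT8 and KRT19 were lower, and 0 of the 18 genes of the basal epithelium list were called. The HOX genes called were HOXC11, HOXB8 and HOXD1, all lower. Of the genes named here, HOXB8, HOXD1, ESR2 and FLRT3 are under 1 FPKM in both groups of the authors' deposited table. The paper's interval for FLRT3 in scrambled also reaches down to 0. TNRC6A and TNRC6C, of the small RNA silencing list, were lower, as was CD68, the called member of the blood and stroma list. The loci listed for DERL3, DNAJB9, DDIT3, FLRT3, HSPE1, UGT1A1, CD68, HOXB8 and HOXD1 are 10.2 (HOXB8) to 151 (FLRT3) times as long as the genes, so reads from neighbours in them are possible. None of these lists had a median outside the central 95% of random lists, where it could be tested.

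**Figure D2:**
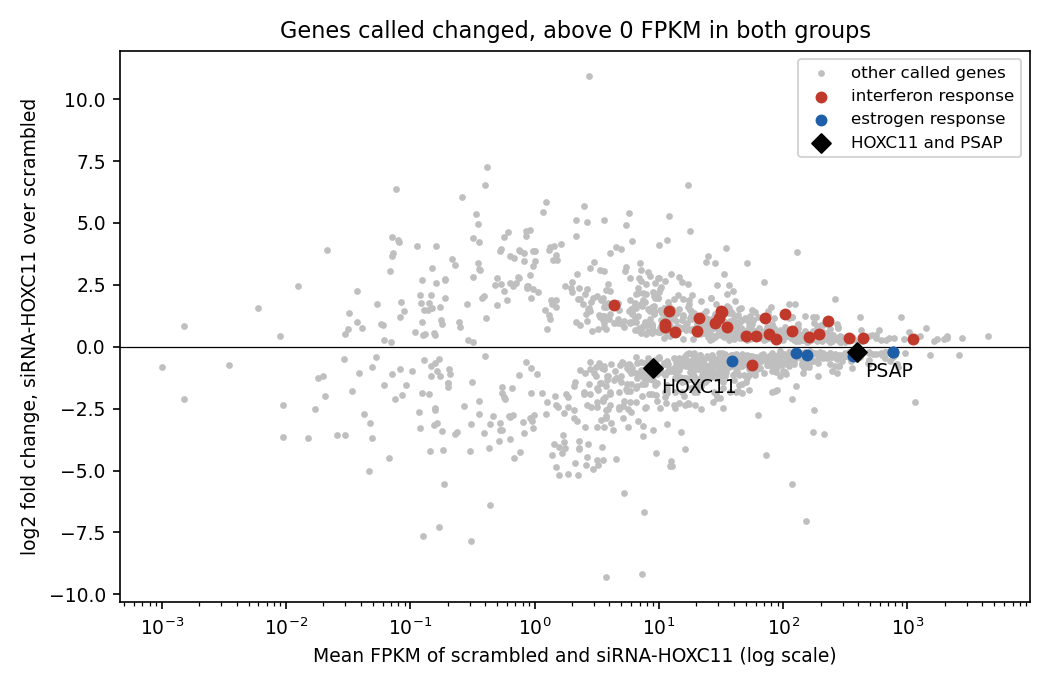
Log2 fold change of siRNA-HOXC11 over scrambled (y axis) against the mean FPKM of both groups (x axis, log scale) for called genes above 0 FPKM in both groups. XIST and genes on chromosome Y are not drawn. Each point is 1 gene, the interferon and estrogen response lists are coloured and diamonds mark HOXC11 and PSAP, and 25 of the 26 interferon genes lie above 0.

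**Figure D3:**
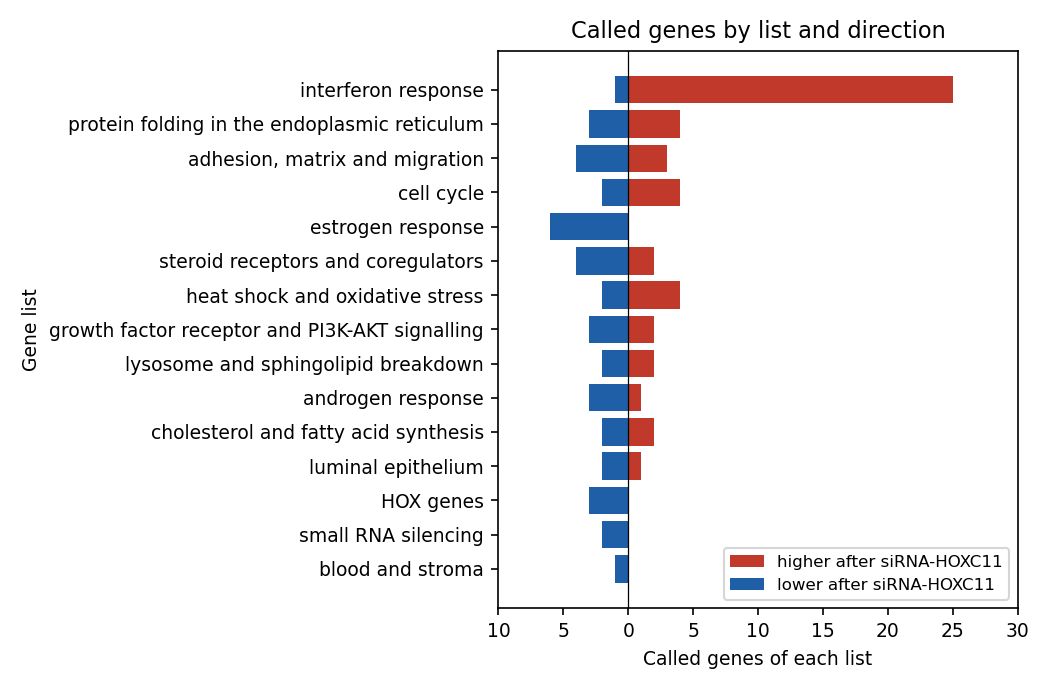
Number of called genes of each gene list (x axis) that are higher (right of 0) or lower (left of 0) after siRNA-HOXC11, for the lists by name with a called member. The interferon response list has 25 higher genes and 1 lower gene.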

Expression levels of 1,919 genes were shown to be significantly altered after HOXC11 knockdown in endocrine-resistant breast cancer cells *in vitro* (Fig. 1a (i)). 

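Among genes with an FPKM of at least 1 in both groups, DAB2 (ENSG00000153071, an adaptor protein, chromosome 5, 39371777 to 39462402) had the largest rise, from 1.33 to 34.3 FPKM in the authors' deposited table, which is 25.8-fold. It was followed by C1orf182, CDC26, RPS3A, SNORD38A, AC004041.2, AC003029.1, C1orf194, ARHGAP18 and RPL21, which rose by a log2 fold change of 3.38 (RPL21) to 4.31 (C1orf182) in the authors' deposited table. The largest fall was that of the microRNA gene MIR564, from 302.5 to 2.28 FPKM in the authors' deposited table, whose listed locus is 1188 times as long as the gene and is shared with TMEM42. RPS28 (ENSG00000233927, chromosome 19, 8386042 to 8388224) is listed at 229.9 and 4.92 FPKM in the authors' deposited table, which is 46.7-fold lower. RP11-123J14.2, RP11-857B24.3, AMN1, SNAPC2, SNORD26, ANG, GATC and a gene model that shares its locus with C1orf135 fell by 9.51-fold (that model) to 20.6-fold (RP11-123J14.2) as computed from the authors' deposited table. The loci listed for RP11-123J14.2, RP11-857B24.3, the model at C1orf135, SNORD38A, AC003029.1 and C1orf194 are 12.8 (C1orf194) to 557 (SNORD38A) times as long as the genes, and those of SNAPC2 and RPS28 8.07 and 9.97 times, so reads from neighbours in them are possible. The paper's interval for the higher group reaches down to 0 for SNORD38A in Additional file 3 and for SNAPC2 and SNORD26 in Additional file 2. RPS3A, RPL21 and RPS28 encode ribosomal proteins with many near-identical pseudogene copies, so the assignment of reads of 36 bp to them is uncertain.
Among the most abundant genes that rose, the mitochondrial gene MT-ND3 went from 3784 to 5172 FPKM in the authors' deposited table (log2 fold change 0.45), and AC018607.3 from 2393 to 3093. The gene models hsa-mir-1974 and AC008670.5 share 1 locus with MTND6P4. In the authors' deposited table, they are listed at 0 in scrambled and at 5105 and 4361 FPKM after siRNA-HOXC11. MTND6P4 itself was lower, with a log2 fold change of -4.20. Reads from neighbours in this locus are possible, and the alignment let a read map to several locations. The assignment of reads to these gene models is therefore uncertain, and how reads were divided between them was not tested. The most abundant genes that fell were KRT19, SREBF1, MIR492, KRT8 and TPT1. KRT19 (ENSG00000171345, chromosome 17, 39679869 to 39684560) fell from 2913 to 2316 FPKM in the authors' deposited table, with a log2 fold change of -0.33, and KRT8 (ENSG00000170421, chromosome 12) from 1084 to 606, with a log2 fold change of -0.84. MIR492 is at 1890.1 and 402 FPKM in the authors' deposited table and shares its locus with RP11-3K15.1. That locus is 8.72 times as long as the gene, so reads from neighbours in it are possible.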

The DEGs included 977 downregulated genes (see Additional file 2) and 942 upregulated genes (see Additional file 3). The sequencing experiment was designed to focus on poly (A) transcripts and as a result over 64 % (1,256) of these DEGs were protein-coding (Fig. 1a (ii)). 

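Of the called genes, 1796 have an identifier with a biotype in GENCODE release 44 (lifted to GRCh37) and 123 do not. By these biotypes, 1211 genes, or 63.1% (95% confidence interval 60.9 to 65.3, exact Clopper-Pearson), were protein-coding, of which 589 were higher and 622 lower after siRNA-HOXC11 in the authors' deposited table. The interval covers counting error only. There were 296 long non-coding RNA genes and 170 processed pseudogenes. The protein-coding share was 25.0% of 28 genes whose higher group is at most 0.01 FPKM, 19.8% of 182 genes above 0.01 and up to 0.1, and 19.2% of 287 genes above 0.1 and up to 1 FPKM. It was 52.6% of 344 genes up to 10 FPKM, 83.8% of 733 genes up to 100 FPKM, and 92.2% of 345 genes above 100 FPKM.
Called genes were also grouped by 9 patterns in their symbols, which miss genes named otherwise. Of 21 small nucleolar RNA genes, 14 were higher and 7 lower, and 14 of them are listed at 0 in 1 group of the authors' deposited table. Of 11 genes with a symbol that begins with MIR, 4 were higher and 7 lower, among them the long non-coding host gene MIR181A2HG, with 8 listed at 0 in 1 group of the authors' deposited table, and of 7 small nuclear RNA genes, 1 was higher and 6 were lower, all listed at 0 in 1 group. By biotype, 13 microRNA genes were called, 4 higher and 9 lower. Most members of these small RNA lists have no fold change, because they are listed at 0. Of the members above 0 in both groups of the authors' deposited table, 3 small nucleolar RNA genes were higher and 4 lower (median at percentile 20.5 of random lists), and 1 microRNA gene was higher and 2 were lower (percentile 0.45). Of 39 ribosomal protein genes, 20 were higher and 19 lower, and of 8 ribosomal protein pseudogenes, 6 were higher and 2 lower. Of 25 genes named as antisense, 6 were higher and 19 lower, or 2 and 8 of those above 0 in both groups (percentile 3.56). The sources used here do not give the strandedness of the libraries. Whether reads from a gene and its antisense partner were separated is therefore not known. Of 22 ZNF genes, 11 were higher and 11 lower, and MT-ND3 and MT-CO1, which the pattern for mitochondrially encoded genes finds, were higher, as were all 4 called genes on the mitochondrial chromosome. The pattern for histones finds HIST1H3B, which is listed at 0 in scrambled in the authors' deposited table, and misses H2AFZ, which was lower (log2 fold change -0.46).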

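HOXC11 (ENSG00000123388, chromosome 12 of GRCh37, 54366910 to 54371427, plus strand) fell from 11.5 FPKM in scrambled to 6.33 FPKM in siRNA-HOXC11 in the authors' deposited table, where its q is listed as 0. The ratio is 0.549, a log2 fold change of -0.87. The locus listed for HOXC11 starts at 54356092 and is 3.39 times as long as the annotated gene, so that it also spans HOTAIR on the opposite strand. GREB1 (ENSG00000196208, chromosome 2, 11622467 to 11782914), a gene induced by estrogen, fell from 46.8 to 31.4 FPKM in the authors' deposited table, with a q of 0.004 and a log2 fold change of -0.58. The other estrogen response genes called were CCND1, TPD52L1, RARA, IGFBP4 and ABCA3, and each was lower after siRNA-HOXC11, by a log2 fold change between -0.38 (IGFBP4) and -0.19 (TPD52L1) from the authors' deposited table. With GREB1 included, the median of these 6 genes was -0.30, at percentile 29.3 of random lists of called genes, inside the central 95%. Recovery was not measured for lists this short, so a shared direction of small falls can be missed. AR, NR3C1, ESR1, PGR, ERBB2, CYP19A1, HOXB13 and AKT1, which the paper names elsewhere, are not among the called genes.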

HOXC11 was verified to be silenced from the RNA-seq data along with selected target gene validation (Additional file 4: Figure S2a (i-ii)).

**Fig. 1:**
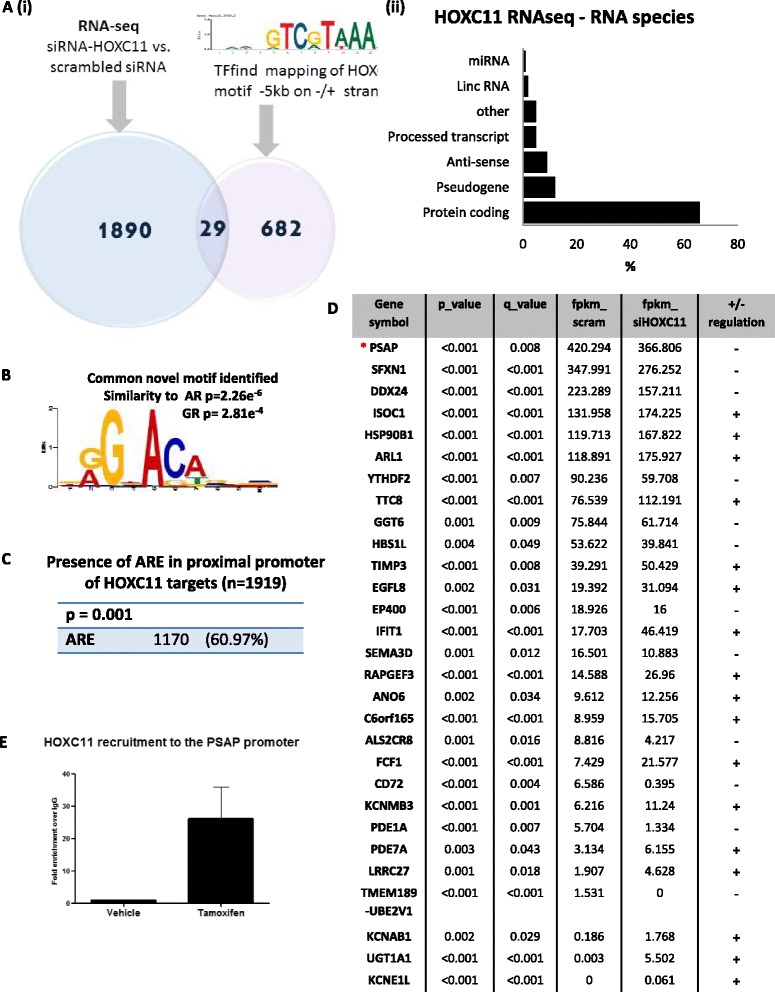
Prosaposin (*PSAP*) was identified as a putative HOXC11 target gene from RNA-sequencing (*RNA-seq*) of endocrine-resistant breast cancer cells in which HOXC11 was knocked down. **a** (*i*) RNA-seq was performed on mRNA from endocrine-resistant breast cancer cells (LY2) in which HOXC11 had been silenced (n = 2): 1,919 hits (cutoff >= 0.95), corresponding to 1,243 Entrez gene IDs were identified. TFFind, a motif mapping programme, was used to search for the HOXC11 motif (consensus sequence: GTCGTAAA) in all annotated human genes from UCSC (26,648 sequences). The analysis of these data resulted in the identification of 711 genes putatively regulated by HOXC11. (*ii*) Breakdown of RNA subtype percentages identified in RNA-seq screening. **b** De novo motif identification was performed on sequences of HOXC11 targets that harbour hormone response elements using the MEME program resulting in the identification of a novel motif (e-value: 1.3e-1337). The novel motif has significant similarity to androgen receptor (*AR*) (*p* value: 2.26e-6) and NR3C1 (glucocorticoid receptor (*GR*)) (*p* value: 2.81e-4). **c** AR motif analysis of total HOXC11 target genes shows that approximately 60 % contain an androgen response element (*ARE*) in the proximal promoter region. **d** Merging RNA-sequencing and HOXC11 transcription factor motif-mapping datasets yielded a total of 29 genes, which were then ranked by magnitude of fragments per Kilobase of transcript per million. **e** Validation of the putative HOXC11 target gene, PSAP, was confirmed by performing chromatin immunoprecipitation to determine recruitment of HOXC11 to the *PSAP* promoter in LY2 (tamoxifen resistant) cells cultured in the presence of tamoxifen versus vehicle. Results are representative of three separate experiments

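The AR matches of Additional file 5 were joined to the calls by gene identifier. By the paper's methods, each is the best match within a 400-bp window around the gene's start, at a p value of 0.001 or less, and each listed match is 15 bp long. Of the listed matches, 599 lie on the plus strand and 571 on the minus strand as Additional file 5 gives them. The lowest of the paper's reported p values is 7.57e-07, and their median is 0.000415. A match at a p value under 0.0001 is listed for 191 genes. Of the protein-coding genes by GENCODE release 44, 725 have a listed match, which is 59.9%, and of the other or unmatched genes 62.9%. The table of estrogen receptor matches was not analysed here.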

ARE and ERE motif analysis was performed on all target genes and 1,170 genes were found to harbour an AR binding element (Additional file 5) and 1,558 genes containing an ER binding site (Additional file 6). A total of 949 gene targets were identified that harbour both HREs (Fig. 1b). In order to evaluate whether these HREs are predominately ARE or ERE, we evaluated the left half of both motifs by selecting 10 bp from each of the matched-sequences, which covers either position 2–11 of ER or position 1–10 of AR. De novo motif identification was performed on these sequences using the MEME programme. This resulted in the identification of a novel motif (e-value: 1.3e-1337) (Fig. 1b) returned from MEME which was then compared to all known motifs annotated in the JARSPAR database (JARSPAR CORE 2014) using the TOMTOM programme [35, 36]. The top matched motif was shown to be AR (*p* value: 2.26e-6) (Additional file 4: Figure S2b) and the second most similar motif is NR3C1 (glucocorticoid receptor (GR)) (*p* value: 2.81e-4). 

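Joined to the calls, the AR matches of Additional file 5 cover 61.0% of the called genes (95% confidence interval 58.7 to 63.2, exact Clopper-Pearson). A match is listed for 559 of the genes that rose after siRNA-HOXC11, or 59.3% (56.1 to 62.5), and for 611 of those that fell, or 62.5% (59.4 to 65.6). The share was thus 3.20 percentage points higher among the genes that fell, a difference that did not pass the test (Fisher's exact test, 2-sided, p = 0.160, odds ratio 1.14). The test takes genes as its units, and genes are not independent replicates.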

Further analysis of the AR binding sites in HOXC11 target genes showed that approximately 60 % of the 1,919 genes are positive for a proximal promoter ARE (Fig. 1c).

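Each of the 29 genes of Fig. 1d is in the authors' deposited table, and the FPKM values that the figure prints match those in the table. Of these genes, 17 rose and 12 fell after siRNA-HOXC11, and 24 have an FPKM of at least 1 in both groups. Besides PSAP, the genes that fell were SFXN1, DDX24, YTHDF2, GGT6, HBS1L, EP400, SEMA3D, ALS2CR8, CD72, PDE1A and TMEM189-UBE2V1, the last of which is listed at 0 after siRNA-HOXC11 in the authors' deposited table. CD72 (ENSG00000137101, chromosome 9, 35609979 to 35646807) had the largest fall among those above 0, from 6.59 to 0.395 FPKM with a q of 0.004 in the authors' deposited table, a log2 fold change of -4.06. The genes that rose were ISOC1, HSP90B1, ARL1, TTC8, TIMP3, EGFL8, IFIT1, RAPGEF3, ANO6, C6orf165, FCF1, KCNMB3, PDE7A, LRRC27, KCNAB1, UGT1A1 and KCNE1L, of which KCNE1L is listed at 0 in scrambled in the authors' deposited table. UGT1A1 is at 0.003 and 5.50 FPKM in the authors' deposited table, and its locus is shared with other called genes of the UGT1A cluster, including UGT1A3, UGT1A6 and UGT1A10, among which reads are uncertain. An AR match is listed in Additional file 5 for 19 of the genes, 11 that rose and 8 that fell.
The sequence 5000 bp upstream of each gene's annotated start was searched for the 12-bp HOXC11 consensus on both strands. No gene had an exact copy. The closest copy had 1 mismatch in 13 genes, PSAP among them, 2 mismatches in 13 genes, and 3 mismatches in CD72, KCNMB3 and RAPGEF3. The paper scored sites with a frequency matrix at a minimum of 0.9, which is another measure than the number of mismatches. Its figure legend gives a shorter consensus, GTCGTAAA, and its annotation differs, so gene starts can differ too. These counts therefore do not show that any of the genes lacks the paper's site.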

RNA-seq data was then merged with HOXC11 motif mapping resulting in the identification of 29 putative direct target genes (Fig. 1d). The list of genes was ranked by magnitude of fragments per kilobase of transcript per million (FPKM) mapped reads to ensure ample abundance of transcript for validation purposes. This resulted in PSAP being identified and validated as the top ranked gene exhibiting differential expression when HOXC11 is knocked down. 

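PSAP was at 420.3 FPKM in scrambled and 367 FPKM in siRNA-HOXC11 in the authors' deposited table, with a q of 0.008. This is a ratio of 0.873, a fall of 12.7% and a log2 fold change of -0.20. By FPKM, PSAP ranked 1 of the 29 genes in scrambled and also in siRNA-HOXC11, and in scrambled its level was 1.21 times that of the next gene, SFXN1. By the size of the fold change, it ranked 29 of 29. SFXN1 (ENSG00000164466) was at 348 and 276 FPKM in the authors' deposited table, with a q listed as 0. The locus of PSAP in the table is 1.00 times as long as the annotated gene and holds no other called gene. The paper takes the 29 genes as putative direct targets of HOXC11 from the call of differential expression and the HOXC11 motif in the promoter. It used the rank by FPKM to pick a gene abundant enough for validation, which led to PSAP.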

HOXC11 recruitment to the *PSAP* promoter was verified by ChIP analysis performed on the endocrine-resistant LY2 cells. It was noted that HOXC11 is recruited to the *PSAP* promoter (−581 to −116) under basal conditions but that levels are enhanced when cells are cultured in the presence of tamoxifen (Fig. 1e).

### HOXC11 is recruited to the *PSAP* promoter in vitro when estrogen signalling is disrupted

Evaluation of HOXC11 recruitment to the *PSAP* promoter in LetR cells was evaluated by ChIP. HOXC11 was present on the promoter when cells were treated with androstenedione but its recruitment was markedly diminished when cells were treated with estrogen, this loss of HOXC11 recruitment was also observed in LY2 cells treated with estrogen (Fig. 2a). These data collectively led us to hypothesize that HOXC11 recruitment to, and subsequent transcription of, the *PSAP* gene occurs when normal estrogen signalling pathways have been disrupted by long-term endocrine treatment (Fig. 2b). Evaluation of HOXC11 regulation of PSAP in tamoxifen and AI-resistant breast cancer cell lines showed a concomitant decrease in PSAP mRNA when HOXC11 was knocked down (Fig. 2c (i-ii)). To determine if these genes are correlated in clinical samples, HOXC11 and PSAP mRNA was assessed in a cohort of primary breast tumours (n = 51). Transcript levels of HOXC11 and PSAP mRNA were found to correlate significantly in primary breast tumour tissue (*r*_S_ = 0.7745, *p* <0.0001) (Fig. 2d).

**Fig. 2:**
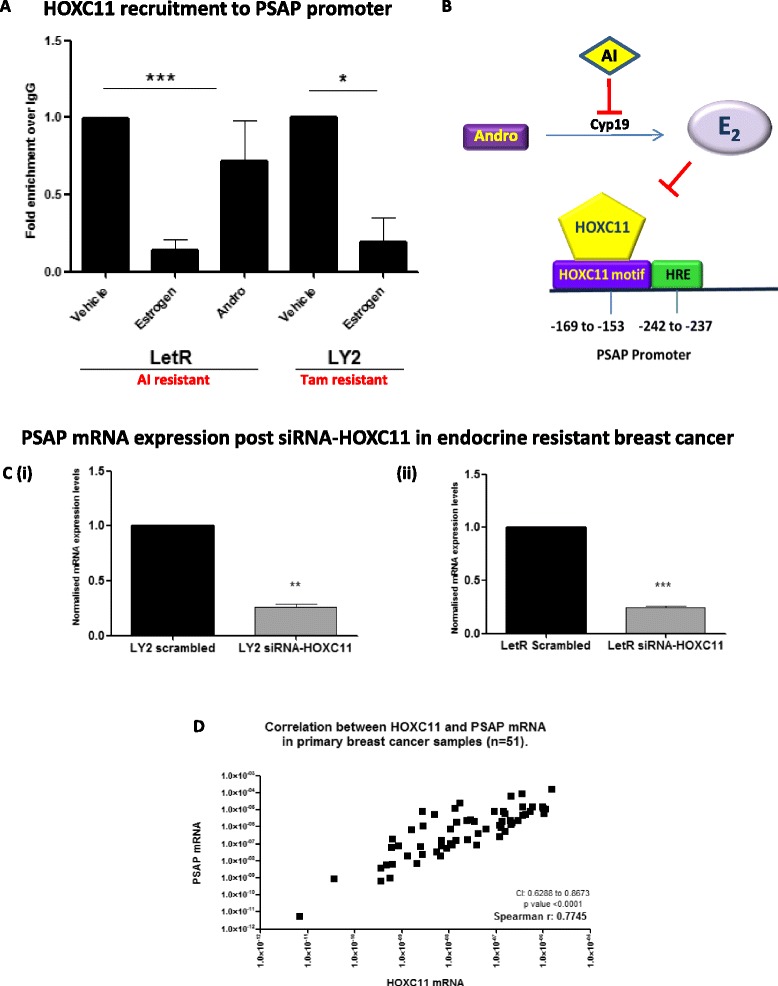
HOXC11 is recruited to the prosaposin (*PSAP*) promoter when estrogen signalling is disrupted. **a** HOXC11 is present on the *PSAP* promoter in letrozole-resistant (*LetR*) cells cultured in androstenedione but not estrogen. HOXC11 is not present on the *PSAP* promoter in LY2 (tamoxifen (*Tam*) resistant) cell cultures in estrogen. Cycle threshold (ct) values were not detected for distal-promoter control reactions for any sample. Error bars are representative of mean ± standard error of the mean from three separate experiments (LetR) and two separate experiments (LY2). **b** In summary, HOXC11 is recruited to the PSAP promoter in endocrine-resistant breast cancer cells in which estrogen signalling has been disrupted. **c** (*i*) Expression of PSAP mRNA is significantly reduced in LY2 cells following silencing of HOXC11 by siRNA. (*ii*) Expression of PSAP mRNA is significantly reduced in LetR cells following silencing of HOXC11 by siRNA. Results are representative of three separate experimental replicates. **d** HOXC11 and PSAP mRNA levels were evaluated by qRT-PCR from RNA extracted from primary breast cancer specimens (n = 51). Spearman’s rank test was used to evaluate correlation between PSAP and HOXC11 transcripts (*r* = 0.7745: *p* <0.0001). *p <0.05, **p <0.001, ***p <0.0001). *Andro* androstenedione, *HRE* hormone response element

### PSAP, a known AR activator, is readily detectable in breast cancer cells that have high endogenous levels of HOXC11 and AR protein: over-expression of HOXC11 induces nuclear translocation of AR in MCF7 cells

PSAP is a secreted protein that is detectable in conditioned medium from breast cancer cell lines. A commercially available ELISA was used to assess levels of secreted PSAP in breast cancer cell-conditioned media. Higher levels of PSAP protein were detectable in all endocrine-resistant cell lines (LY2, LetR and AnaR) compared to their endocrine-sensitive counterparts (MCF7 and Aro) (Fig. 3a). PSAP has been previously reported to induce AR protein in prostate cancer cells [30]. Western blot analysis of a range of cell lines was performed to evaluate if there is an association between elevated levels of PSAP and nuclear AR protein in breast cancer cells. MDA-MB-453, an apocrine breast cancer cell line (ER^−^, PR^−^, HER2^−^, AR^+^) was used as a positive control and SKBR3 (ER^−^, PR^−^, HER2^+^, AR^-low^) as a negative control. Elevated levels of AR were detected in both tamoxifen (LY2)- and AI (LetR)-resistant cell lines and were virtually undetectable in the parental MCF7 cells (Fig. 3b (i-ii)). Transient overexpression of HOXC11 in MCF7 cells resulted in a significant increase in the level of nuclear AR compared to the levels observed in an empty vector control (Fig. 3c (i-ii)). Consolidation of these results with HOXC11 protein expression status [21] shows that endocrine-resistant cells have elevated levels of HOXC11, PSAP and AR protein when compared to endocrine-sensitive MCF7 cells (illustrated in Fig. 3d).

**Fig. 3:**
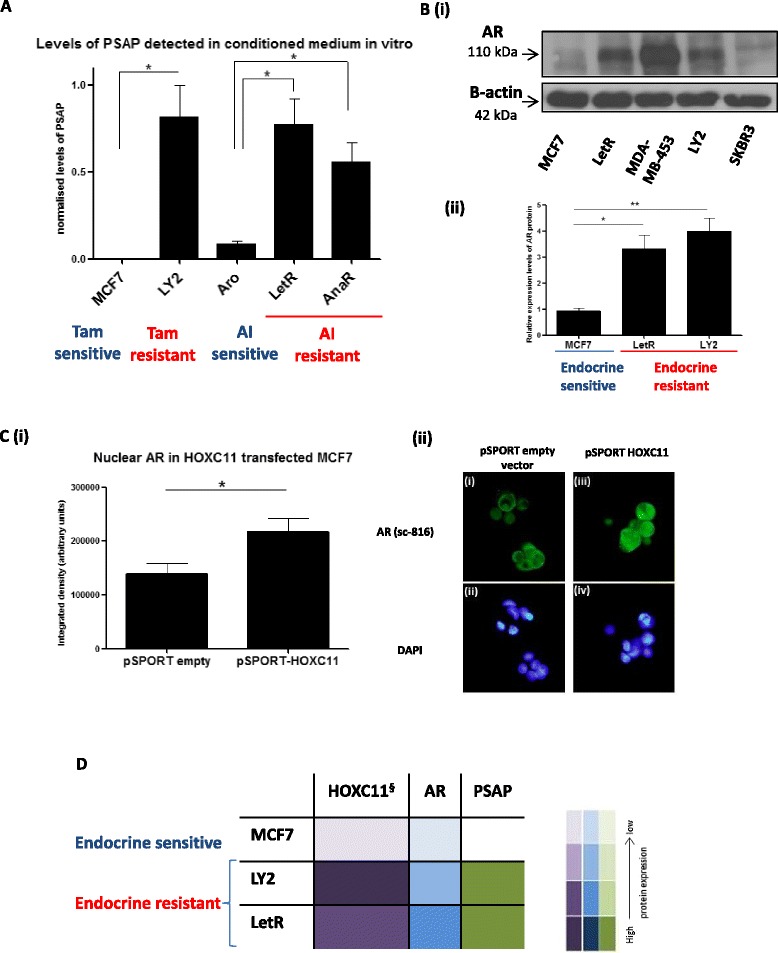
Prosaposin (*PSAP*), a known androgen receptor (*AR*) activator, is readily detectable in breast cancer cells that have high endogenous levels of HOXC11 and AR protein. **a** Secreted PSAP protein levels were evaluated in conditioned media harvested from a range of breast cancer cell lines that were designated endocrine-sensitive (MCF7, Aro) or endocrine-resistant (LY2, letrozole-resistant (*LetR*) and anastrozole-resistant (*AnaR*)). PSAP ELISA detected significant levels of protein in the endocrine-resistant cells. **b** (*i*) Protein levels of AR were determined by western blot analysis of nuclear protein cell lysate extracted from breast cancer cells (MCF7, LetR, MDA-MB-453, LY2 and SKBR3). (*ii*) Endocrine-resistant cells LY2 and LetR exhibited >2 fold increase in AR nuclear protein expression compared to their endocrine-sensitive MCF7 counterparts. Image representative of three experimental replicates. Error bars are representative of mean ± standard error of the mean (SEM) of three separate experiments. **c** (*i*) Transient overexpression of HOXC11 in MCF7 cells resulted in a significant increase in the level of nuclear AR. Image representative of three experimental replicates. Error bars are representative of mean ± SEM of three separate experiments. **c** (*ii*) Representative images of AR in MCF7 cells with transient overexpression of pSPORT empty vector versus pSPORT HOXC11. **d** Elevated levels of PSAP, HOXC11 and AR in endocrine-resistant cells. ^§^McIlroy *et al*., 2010. *p <0.05 **p <0.001. *Tam* tamoxifen, *AI* aromatase inhibitor

### AR is upregulated and transcriptionally activated in LetR cells treated with recombinant PSAP; AR activation by PSAP can be diminished by co-treatment with the anti-AR drug enzalutamide

Treatment of LetR cells with rhPSAP (10 ng/ml) upregulates AR protein expression (Fig. 4a (i-ii)). A modified TransAM transcription factor ELISA (45496, Active Motif) was used to evaluate activation of the AR. The TransAM assay is a DNA-binding ELISA that facilitates the study of transcription factor activation in nuclear cell extracts. The plate consists of an immobilized oligonucleotide containing the HRE binding site (5′-GGTACAnnnTGTTCT-3′) to which AR is known to have high affinity [41]. AR binding to the oligonucleotide was significantly increased in the presence of rhPSAP (10 ng/ml) and R1881 (10 nmol/L) compared to control (Fig. 4b (i-ii)). Nuclear translocation assays were then utilised to monitor AR nuclear trafficking in the presence of rhPSAP plus or minus the anti-AR drug, enzalutamide. Treatment of LetR cells with rhPSAP induced significant translocation of the AR into the nucleus. Enzalutamide alone successfully inhibited the nuclear presence of AR in unstimulated cells. Combined treatment of rhPSAP and enzalutamide significantly reduced the nuclear-trafficking effect of rhPSAP (Fig. 4c (i) with representative images in 4c (ii). When this experiment was carried out in the endocrine-sensitive MCF7 cells there was much less AR detected and no significant change in AR nuclear localisation with treatments (Fig. 4c (iii), for representative images see Additional file 7: Figure S3).

**Fig. 4:**
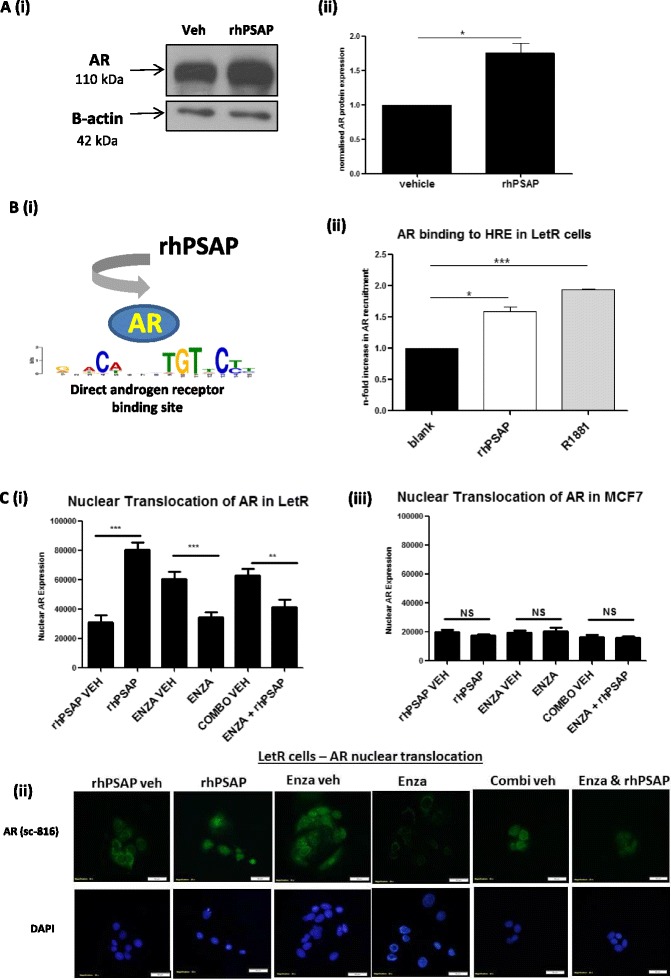
Androgen receptor (*AR*) protein is upregulated and transcriptionally activated in letrozole-resistant (*LetR*) cells treated with recombinant prosaposin (PSAP); the effect of PSAP can be diminished by co-treatment with the anti-AR drug enzalutamide (*Enza*). **a** (*i*) Western blot analysis was used to quantify AR protein levels in LetR cells treated with recombinant human PSAP (*rhPSAP*) (10 ng/ml) versus control (Tris–HCl). (*ii*) Densitometry values from separate experiments. Error bars are representative of mean ± standard error of the mean (SEM) of three separate experiments. **b** (*i*) Modified TransAM assay was used to evaluate AR recruitment to a direct AR binding sequence 5′ – TGTTCT – 3′ when LetR cells are cultured in the presence of rhPSAP. Results are representative of two separate experiments (*ii*) In LetR cells the AR binds the direct AR consensus sequence in the presence of either R1881 or rhPSAP **c**. Nuclear translocation assays were used to observe the trafficking of AR in aromatase-inhibitor (AI)-resistant LetR cells, as visualised by the detection of immunofluorescently labelled AR within the nucleus. **c** (*i*) rhPSAP treatment significantly increased AR nuclear translocation in LetR cells (*p* <0.0001). rhPSAP and Enza combination treatment significantly decreased AR nuclear translocation in LetR cells (*p* <0.05). Error bars are representative of mean ± SEM of three separate experiments. Anti-AR drug treatment (Enza) significantly decreased AR nuclear translocation in LetR cells (*p* <0.05). (*ii*) There was no change in AR nuclear translocation in MCF7 cells following treatment with either rhPSAP or Enza individually or with a combination of both rhPSAP and Enza. Error bars are representative of mean ± SEM of three separate experiments. (*iii*) Representative images of AR nuclear translocation in LetR cells following individual treatments with rhPSAP and Enza and combination treatments: *p <0.05, **p <0.001, ***p <0.0001. *HRE* hormone response element, *Veh* vehicle, *DAPI* 4′, 6-diamidino-2-phenylindole

### PSAP increases cell motility and invasiveness of endocrine-resistant breast cancer cells with no significant impact on the function of endocrine-sensitive cells

The impact of rhPSAP on cell migration in the endocrine-resistant and sensitive cells was evaluated using a scratch assay. rhPSAP at a range of 1−10 ng/ml induced a significant increase in LetR cell migration after 24 hours (Fig. 5a (i)), conversely, there was no impact on endocrine-sensitive MCF7 cell migration following rhPSAP treatment ((Fig. 5a (ii)). Further functional studies investigated the impact of rhPSAP on cell invasiveness. A Biocoat matrigel invasion assay determined that LetR cells have innate invasive properties that are not apparent in the endocrine-sensitive MCF7 cells (Fig. 5b (i and iii). Upon treatment with rhPSAP there was a significant increase in the numbers of invasive LetR cells (Fig. 5b (ii)), whereas rhPSAP treatment made no significant impact on the invasive potential of the MCF7 cells (Fig. 5b (iv-v)). Knockdown of HOXC11 markedly impacted upon the invasive capacity of LetR cells when cultured under vehicle and rhPSAP treatments (Fig. 5c (i-v).

**Fig. 5:**
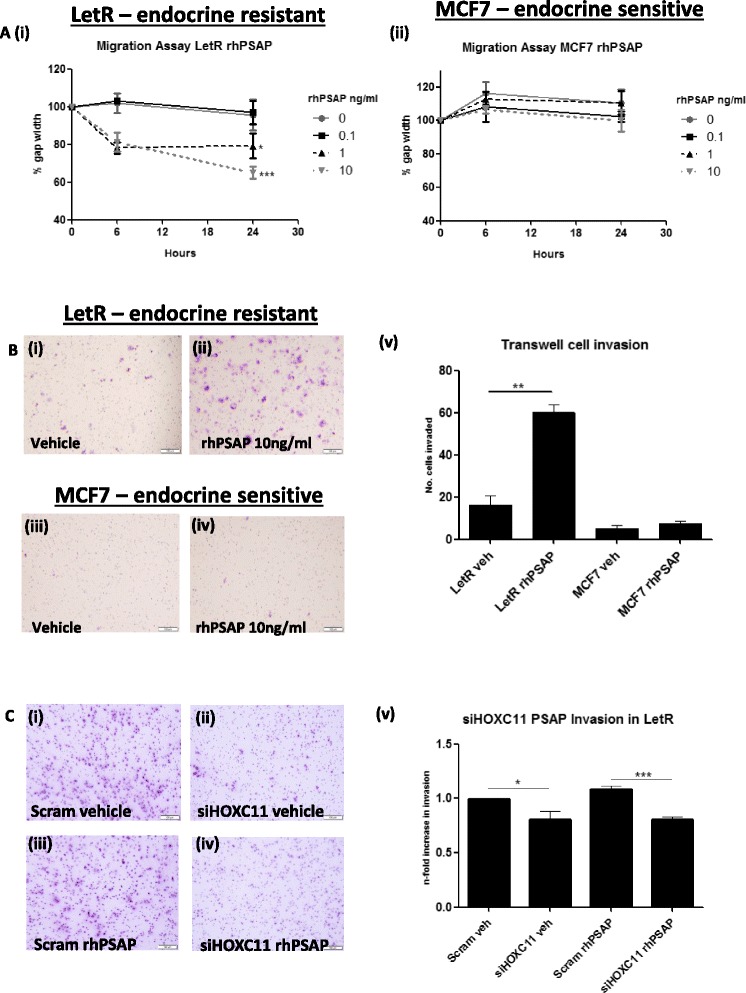
Prosaposin (PSAP) increases cell motility and invasiveness of letrozole-resistant (*LetR*) breast cancer cells with negligible impact on the function of endocrine-sensitive cells. **a** (*i*) In vitro scratch assays were used to evaluate the impact of recombinant human PSAP (*rhPSAP*) on cell migration. Cell migration was significantly enhanced in LetR cells exposed to increasing doses of rhPSAP with maximal impact observed with 10 ng/ml PSAP treatment (*p* <0.0001) (*ii*), conversely, there were no changes in cell migration observed in MCF7 cells (not significant (n.s.). Error bars are representative of mean ± standard error of the mean (SEM) of three separate experiments. **b** (*i*-*ii*) Using matrigel invasion chambers it was determined that the invasive potential of LetR cells was greatly amplified when cells were cultured in the presence of rhPSAP (10 ng/ml) (40 hours) compared to their endocrine-sensitive counterparts, MCF7 which were unresponsive to treatment (*iii*-*iv*). **b** (*v*) Bar-chart representing data from rhPSAP invasion assay in LetR and MCF7. Error bars are representative of mean ± SEM of three separate experiments. **c** Transfection of LetR cells with siRNA-HOXC11 significantly inhibits cell migration (*i*-*ii*), furthermore, treatment of cells with rhPSAP (10 ng/ml) (60 hours) does not stimulate cell invasion when HOXC11 is knocked down (*iii*-*iv*). **c** (*v*) Data from rhPSAP invasion assay in LetR +/− rhPSAP. Error bars are representative of mean ± SEM from four separate experiments: *p <0.05, **p <0.001, ***p <0.0001. *Scram veh* scrambled vehicle

### Inhibition of AR can diminish letrozole-resistant cell proliferation and the pro-migratory impact of rhPSAP

The pro-migratory influence of PSAP could be successfully attenuated by co-treating with the anti-AR drug (bicalutamide) (Fig. 6a (i-ii)). Bicalutamide treatment alone did not have any impact on cell migration (Fig. 6a (iii)). Follow-on studies investigated the impact of anti-AR treatment on LetR cell growth and it was observed that bicalutamide significantly inhibited cell proliferation in both MTS and colony forming assays (Fig. 6b (i-ii)).

**Fig. 6:**
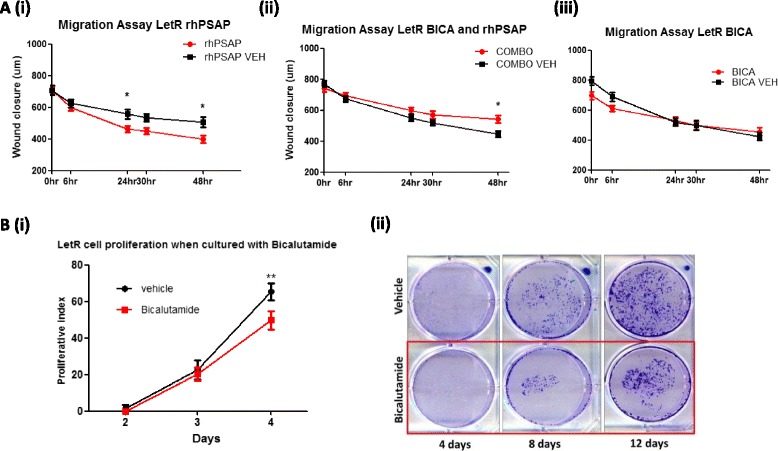
Inhibition of androgen receptor (*AR*) can diminish letrozole-resistant (*LetR*) cell proliferation and the pro-migratory impact of recombinant human prosaposin (*rhPSAP*). **a** Scratch assays were utilised to investigate the impact of rhPSAP on the migratory capacity of aromatase inhibitor (AI)-resistant LetR cells. Anti-AR, bicalutamide (*Bica*), treatment did not significantly impact on the migratory capacity of AI-resistant LetR cells over 48 hours (*i*); rhPSAP treatment (10 ng/ml) significantly increased LetR cell migration over 48 hours (*ii*). Combination treatment with rhPSAP and bicalutamide significantly inhibited rhPSAP-mediated cell migration in AI-resistant LetR cells over 48 hours (*iii*). **b** (*i*) MTS and (*ii*) colony forming assays were performed to assess the impact of bicalutamide on AI cell proliferation. Treatment of AI-resistant cells with the anti-AR drug, bicalutamide, reduces cell proliferation in LetR. Error bars are representative of mean ± standard error of the mean from three separate experiments. *p <0.05, **p <0.001. *VEH* vehicle, *COMBO* combination

### Pre-operative serum levels of PSAP are significantly higher in breast cancer patients whose disease subsequently recurred: high levels of both PSAP and AR mRNA associate very strongly with poor disease-free survival in endocrine-treated breast cancers

Evaluation of secreted PSAP levels in a cohort of endocrine resistant patient sera along with age-matched, non-recurrent controls (n = 34) were used to generate a training set; with the aim to determine whether or not PSAP could distinguish between patients sensitive or resistant to endocrine therapy. The cutoff was set at 0.84 ng/μl, which was established from the mean + 2 SD of PSAP serum levels in the non-recurrent group (illustrated by dashed line Fig. 7a (i)). There was a significant difference in PSAP expression levels between the recurrent and non-recurrent samples (*p* = 0.03) (Fig. 7a (ii)). The median follow up of patients in this cohort was 35 months. These data indicate that approximately 35 % of patients with postmenopausal breast cancer, who have recurrence whilst on endocrine therapy, express PSAP serum levels elevated above the threshold. Serum PSAP levels elevated above the cutoff were significantly associated with recurrence in an endocrine-treated cohort of patients with breast cancer (*p* = 0.04) (Fig. 7a (i)).

**Fig. 7:**
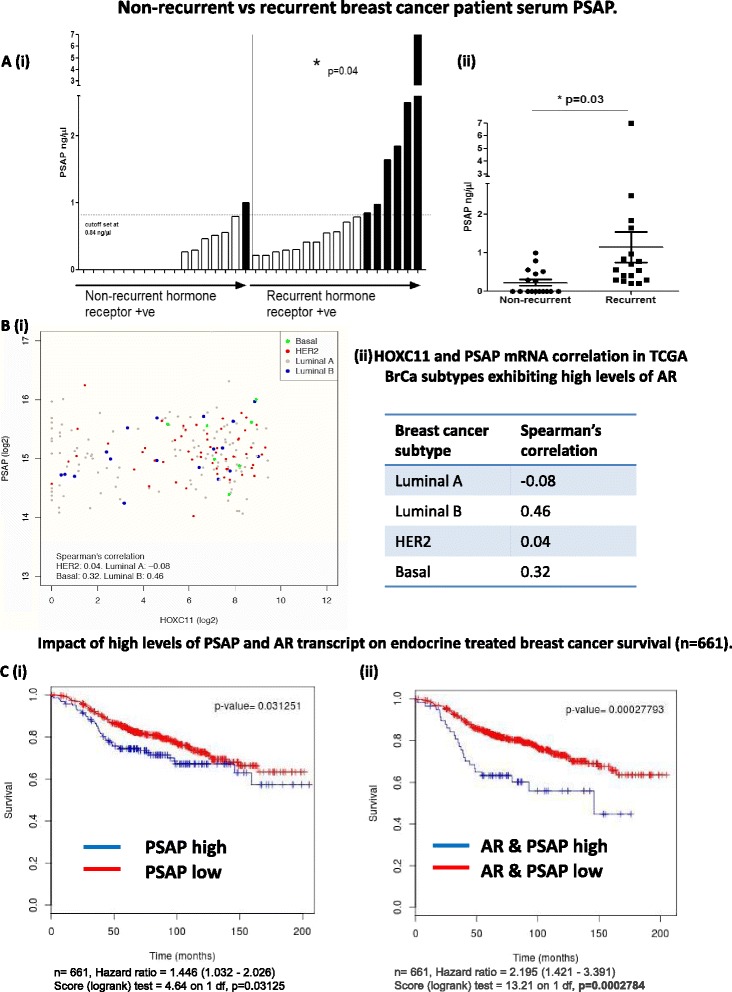
Pre-operative serum levels of prosaposin (*PSAP*) are significantly higher in breast cancer patients whose disease subsequently recurred. High levels of both PSAP and androgen receptor (*AR*) mRNA are very strongly associated with poor disease-free survival (DFS) in endocrine-treated breast cancer. **a** A commercially available ELISA kit for human PSAP was used to quantify serum levels of the secreted protein in sera from breast cancer patients. PSAP levels were evaluated in a subset of endocrine-resistant patients versus age-matched controls. (*i*) The non-recurrent control group was used to generate a training set to establish a cutoff value of 0.84 ng/μl (median + 2 SD) to distinguish between patients sensitive and resistant to endocrine therapy (*dashed horizontal line*). The median follow up of the cohort was 35 months. Preliminary findings indicate approximately 35 % of postmenopausal breast cancer patients who had recurrent disease whilst on endocrine therapy expressed PSAP serum levels elevated above the cutoff (*p* = 0.04). (*ii*) Levels of PSAP detected in sera from patients with recurrent breast cancer was significantly higher than those of endocrine-responsive patients (*p* = 0.03). **b** (*i*) Breast cancer patients (The Cancer Genome Atlas dataset (*TGCA*) with high androgen receptor (AR) expression (upper quartile) were selected and Spearman’s correlation between HOXC11 and PSAP was calculated for each subtype: *gray* luminal A, *blue* luminal B, *red* basal, *green* HER2 (n = 199). (*ii*) Tabulated results show Spearman’s correlation between HOXC11 and PSAP mRNA in AR-high breast cancers per subtype. **c** (*i*) Meta-analysis of transcript levels in breast cancer patients (n = 661) indicates that PSAP mRNA is a significant predictor of poor response to endocrine treatment in endocrine-treated patients (*p* = 0.03; hazard ratio (HR) 1.4). (*ii*) Patients expressing high mRNA levels of both PSAP and AR experience much shorter periods of DFS reflected in an HR of 2.2 (*p* = 0.0003). *BrCa* breast cancer, *HER2* human epidermal growth factor 2

Analysis of TCGA breast cancer dataset showed there to be a weakly positive correlation between HOXC11 and PSAP mRNA only in the luminal B subtype (*r*_s_ 0.24). When patients were further stratified to focus on those expressing high levels of AR, the correlation between the two genes was again only observed in subtypes of poorer prognosis, in particular luminal B (*r*_s_ 0.46) and basal (*r*_s_ 0.32) (Fig. 7b (i-ii)).

We then evaluated the impact of PSAP transcript levels on endocrine-treated breast cancer patient outcome using the Breastmark meta-analysis software [40]. The high expression group in each plot (blue) accounts for the upper quartile of expression levels for a particular transcript and the low expression group (red) the remaining 75 %. This was applied to each of the individual datasets and the information was then combined to perform a global pooled survival analysis; 661 samples were used in this comparison. The HR was generated using Cox regression and the logrank test was used to assign significance to the HR. High expression levels of PSAP transcript were found to be strongly predictive of poor DFS (*p* = 0.03) with an HR of 1.45 (Fig. 7c (i)). The association of PSAP with poor outcome is also observed in an HR curve generated for PSAP in TCGA dataset (Additional file 8: Figure S4a). Moreover, when we combined high expression of both PSAP and AR mRNA there was a more pronounced detrimental impact on patient DFS (*p* = 0.0003) with an HR of 2.2 (Fig. 7c (ii)) compared to either transcript alone (Additional file 8: Figure S4b).

## Discussion

*HOX* genes have been implicated in the development of haematological and solid tumour malignancies [42], with many studies focusing on their potential role in endocrine cancers [27, 28, 43]. *HOX* genes play vital roles in body mapping during development and posterior *HOX* genes in particular are under very tight regulation by estrogen [44]. It is therefore of interest to understand how the abnormal rebooting of posterior *HOXC* genes in mammary epithelial tumour cells can potentiate endocrine-resistant cancer and the development of metastasis [21, 27, 45]. In this current study we wanted to further elucidate the role of HOXC11 with regard to endocrine resistance and steroidal adaptability in breast cancer. RNA-seq experiments identified 1,919 DEGs when HOXC11 was silenced in endocrine-resistant breast cancer. Analysis of genes harbouring an HRE in the proximal promoter resulted in a novel motif with significant sequence similarity to AR and GR. Filtering of the data using motif mapping identified 29 putative direct HOXC11 target genes including PSAP which is a known AR activator [46]. HOXC11 recruitment to the DNA was found to be highly responsive to the steroid environment. We observed that HOXC11 recruitment to the proximal *PSAP* promoter is impaired by treatment with estrogen in endocrine-resistant cell lines. This is likely due to the fact that a number of posterior *HOXC* genes are estrogen-repressed [27], the exact mechanism is unknown but it could be postulated to be due to chromatin remodelling [47]. It is therefore notable that there was no significant alteration in HOXC11 recruitment in the AI-resistant cells treated with androstenedione; suggesting alternate patterns of HOXC11 recruitment can be dictated by the steroid microenvironment.

The upregulation of PSAP gene expression by HOXC11 in endocrine-resistant breast cancer cells was of interest primarily due to its association with tamoxifen resistance [29], but also because of its potential as an AR activator. Previous studies by Koochekpour *et al*. demonstrated PSAP to cause ligand-independent activation of AR in prostate cancer via activation of the PI3K pathway [46]. To this end we decided to explore whether or not PSAP can also activate AR in AI-resistant breast cancer cells in the presence of unconverted endogenous androgens. AR transcription factor activity assays demonstrated successful activation of AR by treatment with rhPSAP, which was of similar magnitude to R1881 exposure. This was further validated by nuclear translocation experiments demonstrating that AR activation by PSAP in resistant cells could be attenuated by treatment with an anti-AR drug. The majority of research articles investigating the role of AR and/or androgens in breast cancer have concluded that male sex hormones and receptors have an inhibitory impact on breast cancer cell growth [13, 48, 49]. However, if we consider the uniquely androgenic steroid environment that arises from treatment with an AI it should be queried whether this assumption is still relevant in the event of recurrence with this class of drug.

PSAP had previously been reported to stimulate ER-positive endocrine-sensitive breast cancer cell growth [50], however, in the resistant setting, no significant impact on cell growth was observed (Additional file 9: Figure S5). The focus of functional studies was shifted to evaluate the impact of PSAP on cell migration. Treatment of cells with rhPSAP demonstrated that only endocrine-resistant breast cancer cells respond to the pro-migratory and pro-invasive effects of the protein. Further experiments indicated that HOXC11 upregulation is required for the pro-invasive impact of PSAP to manifest fully, suggesting that HOXC11 expression is key to development of the aggressive phenotype. Increased responsiveness in resistant cells may be due to a number of unexplored factors including expression of cell surface receptors capable of binding PSAP [51] or activation of specific signalling pathways [30]. Indeed, PSAP does appear to induce activation of p-AKT in breast cancer cells *in vitro* (Additional file 10: Figure S6a and b). This leads to the appealing possibility of identifying new hallmarks of resistance to endocrine therapy and the elucidation of novel drug targets. The clinical potential of PSAP is highlighted by the significantly elevated levels of the protein detected in serum from breast cancer patients who experienced disease recurrence on endocrine therapy.

HOXC11 and PSAP mRNA levels are strongly correlated in a primary breast cancer cohort (*r*_s_ = 0.7692, n = 51). Further analysis of TCGA datasets also demonstrate a correlation between HOXC11 and PSAP transcript levels, specifically in luminal B breast cancer in which AR is elevated (*r*_s_ = 0.46). HOXC11 over-expression in MCF7 cells results in a significant increase in nuclear AR suggesting that HOXC11 upregulation may be a major determinant of the adaptive process. In our AI-resistant breast cancer model we have shown that PSAP is capable of upregulating and activating AR in the context of high HOXC11 expression. Collectively these data suggest that the tumour promotional activation of AR may be an adaptive response primarily in cancers exhibiting dysregulated estrogen signalling. Importantly these findings open up the possibility of utilizing anti-androgens in the treatment of a specific subtype of breast cancer expressing high levels of AR and PSAP, which may not exhibit sustained response to endocrine therapy. Studies by other groups [16] have shown AR to be co-opted as a transcription factor in place of ER in the apocrine subtype; in our model we have also observed AR recruitment to some, but not all, ER targets evaluated (unpublished observations). Further investigations into the AR transcriptome in AI-resistant breast cancer will help elucidate which processes are being impacted. We would purport from these observations in AI-treated breast cancer (in which estrogen signalling has been dysregulated) that tumour cells have the potential to adapt and utilize bioavailable steroids such as those of adrenal origin: 75 % of breast tumours are positive for AR and so it is of interest to evaluate how these cells adapt to the preponderance of circulating androgens that occurs during prolonged treatment with AI therapy. Evidence that this may be a mechanism of resistance is emerging from clinical data suggesting that levels of androgens, and more specifically androstenedione, are increased in breast cancers refractory to AI therapy [52]. Such disruption of normal hormonal homeostasis of the breast will result in perturbation of normal mammary epithelial maintenance [53] and this is what we hypothesize may be contributing to the development of endocrine resistance.

## Conclusion

This study is supportive of a growing consensus that high levels of AR may have a crucial role to play in the development of endocrine resistance [19, 20]. Notably, we have identified a secreted marker, PSAP, which may have utility in directing anti-AR second-line therapy for patients failing on conventional endocrine treatment. In conclusion, steroid receptor interplay may exert a more dynamic and influential role in endocrine resistance than previously thought. To this end a further exploration of the role of the AR, in the development of AI resistance in particular, is warranted.

## Additional files

Additional file 1: Figure S1.
**a** Modified TransAM assay was used to evaluate androgen receptor (*AR*) recruitment to a direct AR binding sequence 5′ – TGTTCT – 3′. LNCaP steroid-dependent prostate cancer cells were evaluated as a positive control. Both LNCaP and letrozole-resistant (*LetR*) cells were cultured in the presence of R1881 (10 nmol/L), recombinant human prosaposin (*rhPSAP*) (10 ng/ml) and androstenedione (100 nmol/L). **b** Optimal AR antibody concentration was evaluated using R1881 (10 nmol/L) LNCaP nuclear lysate. An antibody dilution of 1:250 provided optimal signal-noise ratio. *HRE* human response element. (PDF 94 kb) Additional file 2:
**Table: HOXC11 KD downregulated genes.** HOXC11 differentially expressed genes (DEGs) downregulated after HOXC11 knockdown, ranked by *p* value. (PDF 1500 kb) Additional file 3:
**Table: HOXC11 KD upregulated genes.** HOXC11 differentially expressed genes (DEGs) upregulated after HOXC11 knockdown, ranked by *p* value. (PDF 259 kb) Additional file 4: Figure S2.
**a** *(i)* Validation of HOXC11 target gene, GREB1, in LY2 cells in which HOXC11 was knocked down by siRNA. *(ii)* Levels of concomitant GREB1 decrease when HOXC11 is silenced is comparable to alterations observed in HOXC11 RNA-seq data. **b** The top novel motif returned from MEME was then compared to all known motifs annotated in the JARSPAR database (JARSPAR CORE 2014) using the TOMTOM program. The top matched motif is shown to be androgen receptor (AR) (*p* value: 2.26e-6) and the second most similar motif is NR3C1 glucocorticoid receptor (GR) (*p* value: 2.81e-4). (PDF 209 kb) Additional file 5:
**Table: Androgen receptor (AR) motif results** ***p*** **<0.001.** A 400-bp-sized window surrounding starting sites of HOXC11 target genes was selected for AR motif searching. The searching process was performed using the FIMO program available in MEME-suite with the *p* value significant cutoff set at 0.001. (PDF 804 kb) Additional file 6:
**Table: Estrogen receptor (ER) motif results (** ***p*** **<0.001).** A 400-bp-sized window surrounding starting sites of HOXC11 target genes was selected for ER motif searching. The searching process was performed using the FIMO program available in MEME-suite with the *p* value significant cutoff set at 0.001. (PDF 198 kb) Additional file 7: Figure S3. Representative images of androgen receptor (*AR*) nuclear translocation in MCF7 cells following individual treatments with recombinant human prosaposin (*rhPSAP*) and enzalutamide (*Enza*) and combination treatments. (PDF 114 kb) Additional file 8: Figure S4.
**a** Hazard ratio (*HR*) curve was generated for prosaposin (*PSAP*) using the TCGA dataset. PSAP expressions between 25 and 75 % quantiles have a *HR* consistently >1. **b** Androgen receptor (*AR*) mRNA does not associate with poor disease-free survival (DFS) in endocrine-treated breast cancer. Kaplan-Meier survival curves were generated to assess the impact of high androgen receptor transcript levels on survival of endocrine-treated patients with breast cancer (n = 661). (PDF 204 kb) Additional file 9: Figure S5. An MTS assay was utilised to assay the impact of increasing doses of recombinant human prosaposin (*rhPSAP*) on letrozole-resistant (*LetR*) cell proliferation after 24 hours treatment. No change in *LetR* cell proliferation was detected following increased doses in *rhPSAP* (n = 3). (PDF 86 kb) Additional file 10: Figure S6.
**a** Letrozole-resistant (*LetR*) cells were treated with increasing doses of recombinant human prosaposin (*rhPSAP*). p-AKT expression in these cells showed a dose-dependent increase with *rhPSAP* treatment (n = 3). **b** In *LetR* cells, there is increased protein expression of p-AKT when treated with *rhPSAP*. However, when treated with BEZ235 (PI3K inhibitor), there is marked reduction in p-AKT expression. This reduction is also similarly seen in the combination group of *rhPSAP* and BEZ235 treatments (n = 3).

## Abbreviations

AI: aromatase inhibitor
AnaR: anastrozole-resistant
Andro: androstenedione
AR: androgen receptor
ARE: androgen response element
Aro: MCF7aromatase stable cell line
ATCC: American Type Culture Collection
Bica: bicalutamide
bp: base pairs
ChIP: chromatin immunoprecipitation
DEG: differentially expressed gene
DFS: disease-free survival
ELISA: enzyme-linked immunosorbent assay
Enza: enzalutamide
ER: estrogen receptor
ERE: estrogen response element
GR: glucocorticoid receptor
HR: hazard ratio
HRE: hormone response element
LetR: letrozole-resistant
PBS: phosphate-buffered saline
PFM: position frequency matrices
PSAP: prosaposin
PWM: positive weight matrices
qRT-PCR: quantitative reverse-transcribed PCR
rhPSAP: recombinant human prosaposin
RNA-seq: RNA sequencing
RT: room temperature
siRNA: small interfering RNA
TCGA: The Cancer Genome Atlas

# Supplementary material for: Prosaposin activates the androgen receptor and potentiates resistance to endocrine treatment in breast cancer
**Source:** Breast Cancer Res. 2015 Sep 4;17(1):123. doi: 10.1186/s13058-015-0636-6

Supplemental Figure 1

A TransAM assay AR binding to HRE in LNCaP vs. LetR

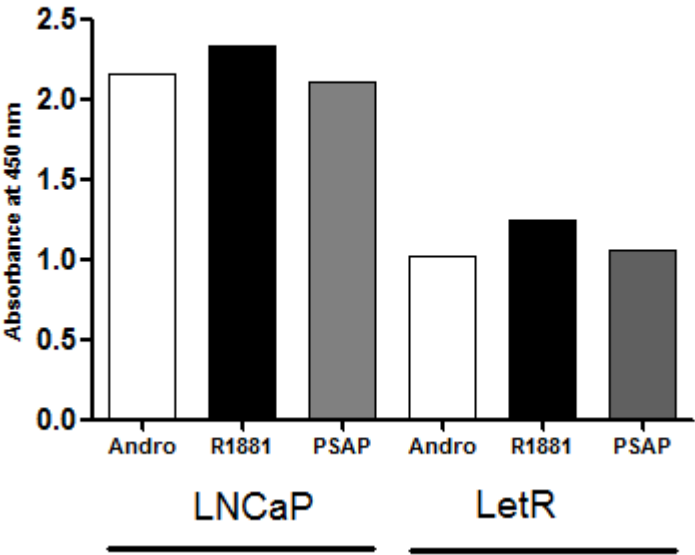

B TransAM assay signal/noise for varying concentrations of AR antibody

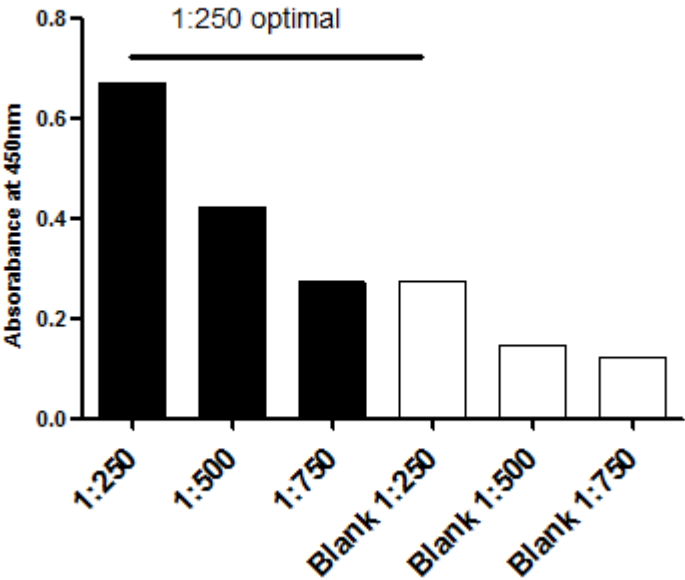

**Supplement:** Additional file 1: Figure S1. — a Modified TransAM assay was used to evaluate androgen receptor (AR) recruitment to a direct AR binding sequence 5′ – TGTTCT – 3′. LNCaP steroid-dependent prostate cancer cells were evaluated as a positive control. Both LNCaP and letrozole-resistant (LetR) cells were cultured in the presence of R1881 (10 nmol/L), recombinant human prosaposin (rhPSAP) (10 ng/ml) and androstenedione (100 nmol/L). b Optimal AR antibody concentration was evaluated using R1881 (10 nmol/L) LNCaP nuclear lysate. An antibody dilution of 1:250 provided optimal signal-noise ratio. HRE human response element.

# Supplementary material for: Prosaposin activates the androgen receptor and potentiates resistance to endocrine treatment in breast cancer
**Source:** Breast Cancer Res. 2015 Sep 4;17(1):123. doi: 10.1186/s13058-015-0636-6
**Supplement:** Additional file 2: — Table: HOXC11 KD downregulated genes. HOXC11 differentially expressed genes (DEGs) downregulated after HOXC11 knockdown, ranked by p value.

test_id	gene_id	gene	locus	value_1	value_2	ln.fold_cha	test_stat	p_value	q_value	significant	q1_FPKM	q1_conf_lo	q1_conf_hi	q2_FPKM	q2_conf_lo	q2_conf_hi
ENSG00000248399	ENSG00000248399	RP11-503N18.4	4:2420700-	7.445	0.012	-6.456	11.522	0	0	yes	7.44544	0	15.7793	0.0116921	0.011048	0.012337
ENSG00000169314	ENSG00000169314	C22orf15	22:2410521	14.526	0.025	-6.354	47.898	0	0	yes	14.5263	11.0916	17.961	0.0252643	0.022223	0.028306
ENSG00000223692	ENSG00000223692	DIP2A-IT1	21:478788	0.615	0.003	-5.432	6.58	0	0	yes	0.615422	0	1.63085	0.00269305	0.002544	0.002842
ENSG00000258790	ENSG00000258790	RP11-561B11.2	14:355141	0.251	0.001	-5.305	16.465	0	0	yes	0.250977	0.0897284	0.412225	0.00124626	0.001184	0.001309
ENSG00000258657	ENSG00000258657	RP11-104E19.1	14:250649-	0.338	0.002	-5.039	4.92	0	0	yes	0.337772	0	0.838304	0.00218794	0	0.005283
ENSG00000207783	ENSG00000207783	MIR564	3:4480320-	302.5	2.28	-4.888	12.253	0	0	yes	302.5	64.6701	540.33	2.28012	1.97055	2.58969
ENSG00000240758	ENSG00000240758	RP11-155G14.5	7:1280958-	14.938	0.145	-4.637	31.462	0	0	yes	14.9376	10.7281	19.1471	0.144725	0.13222	0.157231
ENSG00000125848	ENSG00000125848	FLRT3	20:138298-	0.864	0.01	-4.426	3.986	0	0.001	yes	0.863568	0	2.75647	0.010335	0.006681	0.013989
ENSG00000174564	ENSG00000174564	IL2ORB	3:1365810-	10.307	0.174	-4.082	8.71	0	0	yes	10.307	8.62059	11.9933	0.173962	0.013423	0.334501
ENSG00000233927	ENSG00000233927	RPS28	19:838638-	229.943	4.919	-3.845	13.736	0	0	yes	229.943	197.971	261.914	4.91892	2.25163	7.58622
ENSG00000171056	ENSG00000171056	SOX7	8:1058127-	0.362	0.008	-3.835	9.332	0	0	yes	0.362295	0.0753251	0.649264	0.00782442	0.006107	0.009542
ENSG00000256804	ENSG00000256804	RP13-977J11.5	12:132568-	3.048	0.084	-3.592	6.566	0	0	yes	3.04824	0	6.35748	0.0839903	0.072587	0.095394
ENSG00000204311	ENSG00000204311	DFNB59	2:1792786-	4.311	0.12	-3.582	4.2	0	0.001	yes	4.31108	2.36436	6.25781	0.119922	0	0.31716
ENSG00000125245	ENSG00000125245	GPR18	13:998530-	3.602	0.101	-3.573	3.86	0	0.002	yes	3.60199	2.53487	4.6691	0.101066	0	0.285763
ENSG00000149380	ENSG00000149380	P4HA3	11:737237-	0.09	0.003	-3.489	4.619	0	0	yes	0.0901365	0	0.226221	0.002752	0.002608	0.002896
ENSG00000133808	ENSG00000133808	MICALCL	11:122976-	5.722	0.184	-3.435	6.113	0	0	yes	5.72228	1.82795	9.61661	0.184348	0.019462	0.349233
ENSG00000100385	ENSG00000100385	IL2RB	22:375151-	2.847	0.098	-3.371	3.512	0	0.008	yes	2.84711	0	7.39999	0.0977709	0	0.201623
ENSG00000254827	ENSG00000254827	SLC22A18AS	11:290900-	23.618	0.839	-3.337	6.									

ENSG00000164621	ENSG00000164621	SMAD5-AS1	5:1354651	0.018	0.001	-2.526	39.234	0	0 yes	0.0179531	0.0163846	0.0195217	0.00143569	0.0013	0.001572
ENSG00000151743	ENSG00000151743	AMN1	12:318000	13.765	1.123	-2.506	7.436	0	0 yes	13.7649	9.38501	18.1448	1.1229	0.455577	1.79023
ENSG00000224437	ENSG00000224437	RP11-161E22.2	9:7314994	3.129	0.261	-2.483	5.8	0	0 yes	3.12938	1.32263	4.93612	0.261175	0.095993	0.426357
ENSG00000070601	ENSG00000070601	FRMPD1	9:3751088	0.055	0.005	-2.469	5.865	0	0 yes	0.0549545	0.00872542	0.101184	0.00465102	0.004471	0.004831
ENSG00000255905	ENSG00000255905	AL391319.1	6:1688418	0.047	0.004	-2.46	15.107	0	0 yes	0.0470497	0.036395	0.0577044	0.00401902	0.003078	0.00496
ENSG00000104976	ENSG00000104976	SNAPC2	19:798519	393.498	34.137	-2.445	4.413	0	0 yes	393.498	0	826.025	34.1372	29.3828	38.8916
ENSG00000175892	ENSG00000175892	AC009336.1	2:1769863	0.423	0.037	-2.439	6.238	0	0 yes	0.422905	0.103128	0.742682	0.0369142	0.029568	0.044261
ENSG00000237779	ENSG00000237779	ZNF638-IT1	2:7150369	0.722	0.064	-2.422	5.28	0	0 yes	0.722333	0.0608015	1.38386	0.0641116	0.060744	0.067479
ENSG00000160844	ENSG00000160844	GATS	7:9977518	1.514	0.135	-2.414	4.2	0	0.001 yes	1.51418	1.03823	1.99013	0.135487	0	0.285275
ENSG00000206874	ENSG00000206874	SNORD26	11:626194	316.353	28.919	-2.392	4.047	0	0.001 yes	316.353	0	689.155	28.9186	26.1295	31.7078
ENSG00000226055	ENSG00000226055	PAICSP1	9:3751088	0.436	0.04	-2.379	5.156	0	0 yes	0.435887	0.0340191	0.837755	0.0403932	0.03883	0.041957
ENSG00000162643	ENSG00000162643	WDR63	1:8546482	0.331	0.031	-2.36	11.254	0	0 yes	0.331315	0.227287	0.435344	0.0312811	0.022584	0.039979
ENSG00000230165	ENSG00000230165	CTB-1144G6.5	10:115999	7.864	0.754	-2.345	4.621	0	0 yes	7.86361	3.12149	12.6057	0.753668	0.138301	1.36903
ENSG00000237317	ENSG00000237317	RP4-809F4.1	1:1740844	0.996	0.096	-2.34	6.267	0	0 yes	0.996419	0.27848	1.71436	0.09599	0.077165	0.114815
ENSG00000111780	ENSG00000111780	GATC	12:120875	16.285	1.571	-2.338	5.138	0	0 yes	16.2847	12.0873	20.482	1.57116	0.199486	2.94284
ENSG00000244723	ENSG00000244723	ASLP1	22:239506	0.218	0.022	-2.28	26.344	0	0 yes	0.217937	0.191262	0.244613	0.0222906	0.019562	0.025019
ENSG00000235939	ENSG00000235939	RP11-123B3.2	10:506273	1.754	0.18	-2.274	4.687	0	0 yes	1.75362	0.0654733	3.44177	0.18044	0.158518	0.202361
ENSG00000124920	ENSG00000124920	C11orf9	11:6												

ENSG00000204209	ENSG00000204209	DAXX	6:3328633	134.173	102.334	-0.271	2.932	0.003	0.046	yes	134.173	113.208	155.139	102.334	92.2345	112.433
ENSG00000112079	ENSG00000112079	STK38	6:3646166	29.866	23.385	-0.245	2.95	0.003	0.044	yes	29.8656	26.4998	33.2314	23.3852	20.54	26.2304
ENSG00000172534	ENSG00000172534	HCFC1	X:1532130	114.268	89.7	-0.242	2.922	0.003	0.047	yes	114.268	100.942	127.594	89.7002	79.1439	100.257
ENSG00000161179	ENSG00000161179	YDJC	22:219823	104.886	82.58	-0.239	2.944	0.003	0.044	yes	104.886	92.4463	117.326	82.5804	73.4178	91.743
ENSG00000151148	ENSG00000151148	UBE3B	12:109826	57.402	45.745	-0.227	2.926	0.003	0.047	yes	57.4017	51.9016	62.9019	45.7451	40.164	51.3263
ENSG00000173281	ENSG00000173281	PPP1R3B	8:8993764	20.891	16.659	-0.226	2.936	0.003	0.045	yes	20.8914	18.7215	23.0612	16.6592	14.7602	18.5581
ENSG00000103037	ENSG00000103037	SETD6	16:585493	90.787	72.665	-0.223	2.945	0.003	0.044	yes	90.7872	81.7658	99.8085	72.6647	64.3819	80.9475
ENSG00000130717	ENSG00000130717	UCK1	9:1343782	88.451	70.81	-0.222	2.999	0.003	0.038	yes	88.4513	78.141	98.7616	70.81	64.3126	77.3073
ENSG00000196372	ENSG00000196372	ASB13	10:568082	174.972	140.729	-0.218	2.949	0.003	0.044	yes	174.972	157.518	192.427	140.729	125.396	156.063
ENSG00000005007	ENSG00000005007	UPF1	19:189427	101.494	83.855	-0.191	2.986	0.003	0.039	yes	101.494	92.4212	110.567	83.8551	76.1883	91.5219
ENSG00000122952	ENSG00000122952	ZWINT	10:581169	187.854	155.884	-0.187	2.989	0.003	0.039	yes	187.854	170.018	205.69	155.884	143.252	168.516
ENSG00000183283	ENSG00000183283	DAZAP2	12:516320	260.461	219.743	-0.17	3.019	0.003	0.036	yes	260.461	240.604	280.318	219.743	201.534	237.953
ENSG00000161642	ENSG00000161642	ZNF385A	12:547474	152.202	128.805	-0.167	2.979	0.003	0.04	yes	152.202	140.734	163.669	128.805	118.122	139.487
ENSG00000242583	ENSG00000242583	RP11-379K17.9	3:1697557	1.441	0	-1.79769e+ -1.79769e+		0.003	0.039	yes	1.44089	0.402497	2.47928	0	0	0
ENSG00000251639	ENSG00000251639	RP11-20I20.1	4:1050037	0.739	0	-1.79769e+ -1.79769e+		0.003	0.04	yes	0.738571	0.203002	1.27414	0	0	0
ENSG00000259133	ENSG00000259133	RP11-1085N6.3	14:569550	2.189	0	-1.79769e+ -1.79769e+		0.003	0.04	yes	2.18927	0.606416	3.77213	0	0	0
ENSG00000061455	ENSG00000061455	PRDM6	5:1224229	10.029	3.128	-1.165	2.919	0.004	0.048	yes	10.0286	3.64268	16.4145	3.12822	1.6228	4.63364
ENSG00000186352	ENSG00000186352	ANKRD37	4:1863171	8.247

# Supplementary material for: Prosaposin activates the androgen receptor and potentiates resistance to endocrine treatment in breast cancer
**Source:** Breast Cancer Res. 2015 Sep 4;17(1):123. doi: 10.1186/s13058-015-0636-6
**Supplement:** Additional file 3: — Table: HOXC11 KD upregulated genes. HOXC11 differentially expressed genes (DEGs) upregulated after HOXC11 knockdown, ranked by p value.

test_id	gene_id	gene	locus	sample_1	sample_2	ln.fold_change	test_stat	p_value	q_value	significant	q1_FPKM	q1_conf_lo	q1_conf_hi	q2_FPKM	q2_conf_lo	q2_conf_hi
ENSG00000254088	ENSG00000254088	CTD-3083F21.5	8:8734550	q1	q2	0.138	-6.064	0	0	yes	0.0653416	0.0632964	0.0673868	0.0750096	0.0725312	0.077488
ENSG00000148180	ENSG00000148180	GSN	9:1239404	q1	q2	0.143	-3.541	0	0.007	yes	266.804	252.157	281.452	307.83	289.588	326.072
ENSG00000127022	ENSG00000127022	CANX	5:1791055	q1	q2	0.174	-4.529	0	0	yes	1501.79	1420.2	1583.37	1786.8	1689.95	1883.65
ENSG00000109685	ENSG00000109685	WHSC1	4:1873150	q1	q2	0.176	-3.838	0	0.003	yes	219.244	204.592	233.897	261.558	245.033	278.083
ENSG00000238300	ENSG00000238300	SNORD121B	9:3392169	q1	q2	0.176	-4.437	0	0	yes	23.4885	22.1984	24.7786	28.0206	26.4088	29.6323
ENSG00000065361	ENSG00000065361	ERBB3	12:564736	q1	q2	0.18	-3.662	0	0.005	yes	558.411	520.192	596.631	668.321	621.329	715.313
ENSG00000075415	ENSG00000075415	SLC25A3	12:989873	q1	q2	0.183	-4.012	0	0.001	yes	610.908	573.155	648.661	733.341	684.291	782.39
ENSG00000121716	ENSG00000121716	PILRB	7:9990532	q1	q2	0.183	-4.205	0	0.001	yes	252.223	236.658	267.787	302.945	284.3	321.591
ENSG00000236658	ENSG00000236658	RP11-83J21.3	9:1337778	q1	q2	0.192	-3.823	0	0.003	yes	0.261529	0.243724	0.279334	0.316762	0.293458	0.340067
ENSG00000250893	ENSG00000250893	RP11-588L15.2	4:4042527	q1	q2	0.201	-5.087	0	0	yes	0.0553138	0.0523497	0.0582778	0.0676364	0.0637034	0.0715693
ENSG00000142949	ENSG00000142949	PTPRF	1:4399085	q1	q2	0.202	-3.755	0	0.003	yes	319.859	297.485	342.232	391.345	359.429	423.26
ENSG00000077097	ENSG00000077097	TOP2B	3:2563947	q1	q2	0.203	-4.017	0	0.001	yes	201.972	187.025	216.919	247.54	230.419	264.662
ENSG00000099622	ENSG00000099622	CIRBP	19:126926	q1	q2	0.207	-3.513	0	0.008	yes	151.313	138.795	163.832	186.024	170.48	201.568
ENSG00000092841	ENSG00000092841	MYL6	12:565445	q1	q2	0.21	-4.928	0	0	yes	841.64	790.789	892.492	1038.19	975.85	1100.53
ENSG00000147677	ENSG00000147677	EIF3H	8:1176543	q1	q2	0.21	-3.963	0	0.002	yes	241.053	222.892	259.215	297.505	275.248	319.762
ENSG00000168394	ENSG00000168394	TAP1	6:3280849	q1	q2	0.213	-3.845	0	0.002	yes	78.2332	72.0466	84.4197	96.7631	89.2844	104.242
ENSG00000156482	ENSG00000156482	RPL30	8:9888106	q1	q2	0.215	-4.7	0	0	yes	1552.52	1452.15	1652.9	1924.03	1800.01	2048.05
ENSG00000012963	ENSG00000012963	UBR7	14:936512	q1	q2	0.218	-3.676	0	0.005	yes	215.636	197.395	233.876	268.288	245.886	290.69
ENSG00000104320	ENSG00000104320	NBN	8:9094556	q1	q2	0.218	-3.876	0	0.002	yes	122.891	113.066	132.716	152.9	140.749	165.052
ENSG00000114503	ENSG00000114503	NCBP2	3:1966622	q1	q2	0.221	-3.719	0	0.004	yes	168.246	153.756	182.735	209.898	192.675	227.121
ENSG00000186298	ENSG00000186298	PPP1CC	12:111157	q1	q2	0.226	-3.533	0	0.007	yes	161.38	146.925	175.834	202.39	183.834	220.946
ENSG00000168883	ENSG00000168883	USP39	2:8582567	q1	q2	0.229	-4.104	0	0.001	yes	274.572	254.056	295.088	345.299	316.635	373.963
ENSG00000125991	ENSG00000125991	ERGIC3	20:341297	q1	q2	0.233	-6.004	0	0	yes	682.596	647.309	717.882	861.509	811.723	911.294
ENSG00000197451	ENSG00000197451	HNRNPAB	5:1776315	q1	q2	0.233	-4.593	0	0	yes	291.289	268.866	313.713	367.555	343.372	391.737
ENSG00000204498	ENSG00000204498	NFKBIL1	6:3149649	q1	q2	0.233	-3.711	0	0.004	yes	74.0863	67.2994	80.8732	93.5382	85.4951	101.581
ENSG00000111331	ENSG00000111331	OAS3	12:113344	q1	q2	0.234	-5.26	0	0	yes	300.426	281.054	319.798	379.639	356.362	402.916
ENSG00000245532	ENSG00000245532	NEAT1	11:651902	q1	q2	0.234	-3.496	0	0.008	yes	124.508	112.61	136.406	157.33	142.586	172.074
ENSG00000100316	ENSG00000100316	RPL3	22:397088	q1	q2	0.236	-3.671	0	0.005	yes	232.2	207.98	256.42	294.043	271.907	316.179
ENSG00000156508	ENSG00000156508	EEF1A1	6:7422547	q1	q2	0.241	-5.068	0	0	yes	318.631	296.894	340.368	405.581	378.636	432.527
ENSG00000196542	ENSG00000196542	SPTSSB	3:1610625	q1	q2	0.241	-4.286	0	0	yes	292.816	268.92	316.712	372.583	343.774	401.393
ENSG00000130589	ENSG00000130589	RP4-697K14.7	20:621894	q1	q2	0.243	-4.765	0	0	yes	64.1454	59.4528	68.8379	81.8203	75.9861	87.6544
ENSG00000110851	ENSG00000110851	PRDM4	12:108126	q1	q2	0.246	-4.502	0	0	yes	138.171	127.6	148.741	176.752	162.93	190.573
ENSG00000213281	ENSG00000213281	NRAS	1:1152470	q1	q2	0.246	-3.716	0	0.004	yes	67.9163	61.5001	74.3325	86.8712	78.8014	94.941
ENSG00000166710	ENSG00000166710	B2M	15:450036	q1	q2	0.249	-3.729	0	0.004	yes	489.045	441.975	536.114	627.431	569.256	685.606
ENSG00000229117	ENSG00000229117	RPL41	12:565103	q1	q2	0.249	-4.59	0	0	yes	1829.9	1692.94	1966.86	2347.77	2163.04	2532.5
ENSG00000100234	ENSG00000100234	TIMP3	22:329085	q1	q2	0.25	-3.527	0	0.008	yes	39.2913	35.6224	42.9601	50.4293	45.0662	55.7925
ENSG00000109854	ENSG00000109854	HTATIP2	11:203852	q1	q2	0.25	-3.928	0	0.002	yes	101.935	92.7618	111.108	130.932	119.11	142.753
ENSG00000198431	ENSG00000198431	TXNRD1	12:104609	q1	q2	0.251	-5.476	0	0	yes	246.484	229.866	263.103	316.952	297.19	336.715
ENSG00000104549	ENSG00000104549	SQLE	8:1260107	q1	q2	0.254	-3.485	0	0.009	yes	112.345	100.777	123.913	144.893	129.896	159.89
ENSG00000215301	ENSG00000215301	DDX3X	X:4119265	q1	q2	0.254	-4.097	0	0.001	yes	57.1094	52.1342	62.0846	73.5882	67.1204	80.056
ENSG00000115415	ENSG00000115415	STAT1	2:1917455	q1	q2	0.256	-6.145	0	0	yes	384.915	361.753	408.077	497.436	468.668	526.205
ENSG00000242517	ENSG00000242517	AC018607.3	8:5675503	q1	q2	0.257	-3.837	0	0.003	yes	2392.65	2163.94	2621.35	3093.48	2803.44	3383.51
ENSG00000071082	ENSG00000071082	RPL31	2:1014366	q1	q2	0.258	-3.651	0	0.005	yes	613.624	551.473	675.774	794.203	715.957	872.449
ENSG00000105397	ENSG00000105397	TYK2	19:104612	q1	q2	0.261	-3.837	0	0.003	yes	243.592	218.957	268.228	316.285	287.464	345.106
ENSG00000182934	ENSG00000182934	SRPR	11:126071	q1	q2	0.261	-4.455	0	0	yes	105.6	96.5743	114.626	137.047	126.095	147.998
ENSG00000163126	ENSG00000163126	ANKRD23	2:9748198	q1	q2	0.268	-3.861	0	0.002	yes	30.9762	27.8678	34.0845	40.5154	36.6156	44.4151
ENSG00000104388	ENSG00000104388	RAB2A	8:6142941	q1	q2	0.269	-3.667	0	0.005	yes	145.17	129.821	160.519	189.96	170.649	209.271
ENSG00000121152	ENSG00000121152	NCAPH	2:9700152	q1	q2	0.27	-3.494	0	0.008	yes	66.0496	58.6367	73.4626	86.5119	77.3276	95.6962
ENSG00000124201	ENSG00000124201	ZNFX1	20:478269	q1	q2	0.271	-3.793	0	0.003	yes	24.3481	21.8589	26.8373	31.9296	28.7397	35.1195

ENSG00000104529	ENSG00000104529	EEF1D	8:1446618	q1	q2	0.272	-5.54	0	0 yes	291.101	271.7	310.502	382.251	354.611	409.891
ENSG00000104325	ENSG00000104325	DECR1	8:9094556	q1	q2	0.274	-4.61	0	0 yes	205.44	188.311	222.568	270.063	247.262	292.864
ENSG00000066583	ENSG00000066583	ISOC1	5:1284303	q1	q2	0.278	-4.357	0	0 yes	131.958	119.8	144.116	174.225	158.855	189.595
ENSG00000148303	ENSG00000148303	RPL7A	9:1362150	q1	q2	0.281	-4.879	0	0 yes	254.209	235.548	272.869	336.609	306.767	366.451
ENSG00000249915	ENSG00000249915	PDCD6	5:271735	q1	q2	0.282	-3.578	0	0.006 yes	145.411	128.893	161.93	192.704	171.711	213.696
ENSG00000060656	ENSG00000060656	PTPRU	1:2956302	q1	q2	0.284	-3.543	0	0.007 yes	56.6664	50.1764	63.1564	75.2706	66.8348	83.7064
ENSG00000130638	ENSG00000130638	ATXN10	22:460676	q1	q2	0.287	-3.9	0	0.002 yes	90.9703	81.3846	100.556	121.266	108.765	133.767
ENSG00000145014	ENSG00000145014	TMEM44	3:1943047	q1	q2	0.289	-3.622	0	0.005 yes	42.2306	36.9308	47.5305	56.3977	50.8244	61.9711
ENSG00000063177	ENSG00000063177	RPL18	19:491185	q1	q2	0.291	-5.728	0	0 yes	420.757	389.528	451.986	562.849	523.811	601.886
ENSG00000035115	ENSG00000035115	SH3YL1	2:217729	q1	q2	0.292	-3.929	0	0.002 yes	78.0407	69.125	86.9563	104.529	94.5707	114.488
ENSG00000213741	ENSG00000213741	RPS29	14:500433	q1	q2	0.296	-4.217	0	0.001 yes	1786.86	1607.04	1966.68	2401.85	2167.09	2636.61
ENSG00000117632	ENSG00000117632	STMN1	1:2621067	q1	q2	0.301	-3.632	0	0.005 yes	78.5976	68.7119	88.4833	106.151	94.7368	117.566
ENSG00000257298	ENSG00000257298	RP3-405J10.3	12:505695	q1	q2	0.303	-4.772	0	0 yes	0.007575	0.0068906	0.00825942	0.0102592	0.0093416	0.0111768
ENSG00000115211	ENSG00000115211	EIF2B4	2:2750525	q1	q2	0.304	-5.364	0	0 yes	119.488	109.051	129.924	161.917	150.23	173.605
ENSG00000138496	ENSG00000138496	PARP9	3:1222468	q1	q2	0.308	-4.798	0	0 yes	51.5617	46.6803	56.4431	70.1782	64.0808	76.2756
ENSG00000198804	ENSG00000198804	MT-CO1	MT:5903	q1	q2	0.311	-4.147	0	0.001 yes	92.0499	82.0905	102.009	125.662	112.586	138.738
ENSG00000198840	ENSG00000198840	MT-ND3	MT:10058	q1	q2	0.312	-4.981	0	0 yes	3783.89	3446.62	4121.17	5171.85	4715.17	5628.52
ENSG00000084234	ENSG00000084234	APLP2	11:129939	q1	q2	0.317	-6.572	0	0 yes	434.186	401.741	466.631	596.26	559.827	632.693
ENSG00000147684	ENSG00000147684	NDUFB9	8:1255007	q1	q2	0.318	-4.891	0	0 yes	213.408	193.247	233.568	293.33	267.101	319.559
ENSG00000244097	ENSG00000244097	RP11-411G7.1	17:411907	q1	q2	0.318	-6.376	0	0 yes	0.107101	0.09967	0.114531	0.147258	0.136679	0.157838
ENSG00000074582	ENSG00000074582	BCS1L	2:2195026	q1	q2	0.321	-4.568	0	0 yes	85.8338	77.2009	94.4668	118.335	106.712	129.959
ENSG00000106608	ENSG00000106608	URGCP	7:4391549	q1	q2	0.322	-4.338	0	0 yes	55.0616	49.5931	60.5301	75.9832	67.5949	84.3716
ENSG00000215845	ENSG00000215845	TSTD1	1:1609650	q1	q2	0.326	-4.758	0	0 yes	202.935	182.178	223.691	281.134	255.504	306.764
ENSG00000135317	ENSG00000135317	SNX14	6:8621521	q1	q2	0.327	-3.511	0	0.008 yes	97.6396	84.1754	111.104	135.432	118.453	152.412
ENSG00000143379	ENSG00000143379	SETDB1	1:1508987	q1	q2	0.331	-5.395	0	0 yes	99.475	90.7345	108.216	138.511	126.645	150.377
ENSG00000116857	ENSG00000116857	TMEM9	1:2011038	q1	q2	0.332	-5.455	0	0 yes	154.371	142.42	166.321	215.075	194.906	235.243
ENSG00000128595	ENSG00000128595	CALU	7:1283793	q1	q2	0.333	-4.067	0	0.001 yes	52.372	46.9089	57.8351	73.0973	63.8509	82.3437
ENSG00000227638	ENSG00000227638	HNRNPA1P14	9:9100333	q1	q2	0.333	-6.976	0	0 yes	0.132466	0.123615	0.141316	0.184724	0.172163	0.197286
ENSG00000003056	ENSG00000003056	M6PR	12:906649	q1	q2	0.334	-4.041	0	0.001 yes	152.664	137.144	168.184	213.199	185.41	240.988
ENSG00000122565	ENSG00000122565	CBX3	7:2622954	q1	q2	0.335	-3.809	0	0.003 yes	24.4464	21.289	27.6038	34.1862	30.0949	38.2774
ENSG00000167635	ENSG00000167635	ZNF146	19:366731	q1	q2	0.337	-3.863	0	0.002 yes	9.76752	8.51166	11.0234	13.6799	12.0674	15.2924
ENSG00000166598	ENSG00000166598	HSP90B1	12:104235	q1	q2	0.338	-5.24	0	0 yes	119.713	108.82	130.605	167.822	152.492	183.152
ENSG00000228779	ENSG00000228779	Z69666.2	16:127005	q1	q2	0.346	-13.598	0	0 yes	0.0245901	0.023726	0.0254543	0.0347725	0.0334892	0.0360558
ENSG00000129484	ENSG00000129484	PARP2	14:208112	q1	q2	0.348	-3.622	0	0.005 yes	36.4066	31.2439	41.5694	51.5452	44.875	58.2154
ENSG00000111335	ENSG00000111335	OAS2	12:113344	q1	q2	0.352	-6.292	0	0 yes	159.191	146.148	172.235	226.287	209.079	243.495
ENSG00000176444	ENSG00000176444	CLK2	1:1552326	q1	q2	0.353	-4.137	0	0.001 yes	52.0518	45.3076	58.796	74.0722	65.8585	82.2859
ENSG00000244336	ENSG00000244336	RP11-479G22.3	10:331892	q1	q2	0.356	-8.677	0	0 yes	0.107995	0.101905	0.114085	0.154195	0.144996	0.163393
ENSG00000170889	ENSG00000170889	RPS9	19:547046	q1	q2	0.357	-4.938	0	0 yes	66.9488	59.9392	73.9585	95.6346	86.1217	105.148
ENSG00000135245	ENSG00000135245	C7orf68	7:1280958	q1	q2	0.358	-3.866	0	0.002 yes	34.8293	30.1179	39.5407	49.8044	43.5178	56.091
ENSG00000133193	ENSG00000133193	FAM104A	17:711887	q1	q2	0.361	-4.081	0	0.001 yes	16.5171	14.3284	18.7058	23.7095	20.9213	26.4978
ENSG00000067182	ENSG00000067182	TNFRSF1A	12:643792	q1	q2	0.362	-4.977	0	0 yes	136.666	124.374	148.957	196.207	173.813	218.6
ENSG00000176532	ENSG00000176532	PRR15	7:2960342	q1	q2	0.364	-3.523	0	0.008 yes	50.1918	41.7147	58.669	72.253	63.6285	80.8776
ENSG00000172819	ENSG00000172819	RARG	12:536043	q1	q2	0.368	-4.262	0	0 yes	108.018	94.8999	121.137	156.119	136.92	175.317
ENSG00000109046	ENSG00000109046	WSB1	17:256211	q1	q2	0.37	-4.484	0	0 yes	25.9011	22.7393	29.0629	37.5032	33.3337	41.6726
ENSG00000127399	ENSG00000127399	LRRC61	7:1499410	q1	q2	0.37	-3.569	0	0.007 yes	17.5906	15.0793	20.102	25.4566	21.6373	29.2759
ENSG00000143776	ENSG00000143776	CDC42BPA	1:2271775	q1	q2	0.37	-3.667	0	0.005 yes	6.46025	5.71098	7.20953	9.35174	7.80829	10.8952
ENSG00000135722	ENSG00000135722	FBXL8	16:671938	q1	q2	0.374	-4.306	0	0 yes	47.9104	41.8484	53.9725	69.6598	61.3559	77.9637
ENSG00000139637	ENSG00000139637	C12orf10	12:536890	q1	q2	0.374	-5.537	0	0 yes	83.3832	74.6131	92.1532	121.17	110.916	131.424
ENSG00000072518	ENSG00000072518	MARK2	11:636063	q1	q2	0.375	-4.541	0	0 yes	44.9726	40.9514	48.9938	65.4346	56.3477	74.5215
ENSG00000124942	ENSG00000124942	AHNAK	11:622010	q1	q2	0.377	-5.151	0	0 yes	99.0161	87.5144	110.518	144.404	131.508	157.299

ENSG00000129810	ENSG00000129810	SGOL1	3:2020208	q1	q2	0.38	-3.795	0	0.003	yes	16.0828	13.6479	18.5176	23.5275	20.4346	26.6203
ENSG00000165533	ENSG00000165533	TTC8	14:892904	q1	q2	0.382	-5.117	0	0	yes	76.539	69.3122	83.7658	112.191	99.1927	125.189
ENSG00000089159	ENSG00000089159	PXN	12:120639	q1	q2	0.384	-7.632	0	0	yes	122.669	113.708	131.63	180.094	167.631	192.557
ENSG00000143375	ENSG00000143375	CGN	1:1514829	q1	q2	0.385	-4.945	0	0	yes	177.584	154.407	200.761	260.935	238.81	283.061
ENSG00000064763	ENSG00000064763	FAR2	12:293020	q1	q2	0.392	-3.594	0	0.006	yes	20.2483	17.1214	23.3752	29.9619	25.3495	34.5744
ENSG00000120805	ENSG00000120805	ARL1	12:101786	q1	q2	0.392	-4.688	0	0	yes	118.891	102.961	134.82	175.927	158.341	193.513
ENSG00000010361	ENSG00000010361	FUZ	19:502701	q1	q2	0.393	-4.292	0	0	yes	30.6322	26.3055	34.959	45.3722	40.0875	50.657
ENSG00000093167	ENSG00000093167	LRRFIP2	3:3703482	q1	q2	0.397	-7.075	0	0	yes	18.8671	13.7537	23.9805	28.063	0	NA
ENSG00000111229	ENSG00000111229	ARPC3	12:110810	q1	q2	0.398	-4.062	0	0.001	yes	105.099	90.919	119.279	156.554	134.25	178.857
ENSG00000156411	ENSG00000156411	C14orf2	14:104378	q1	q2	0.399	-5.308	0	0	yes	828.436	738.77	918.102	1234.56	1105.79	1363.32
ENSG00000110619	ENSG00000110619	CARS	11:302215	q1	q2	0.402	-3.808	0	0.003	yes	17.1404	14.7315	19.5493	25.6145	21.5838	29.6452
ENSG00000163918	ENSG00000163918	RFC4	3:1865009	q1	q2	0.403	-4.239	0	0.001	yes	48.6845	41.7434	55.6256	72.8333	63.6785	81.9881
ENSG00000175197	ENSG00000175197	DDIT3	12:578539	q1	q2	0.404	-4.521	0	0	yes	35.965	31.0379	40.8921	53.8518	47.682	60.0216
ENSG00000111669	ENSG00000111669	TPI1	12:697628	q1	q2	0.412	-4.808	0	0	yes	66.7194	59.2188	74.22	100.733	87.704	113.762
ENSG00000152778	ENSG00000152778	IFIT5	10:909733	q1	q2	0.423	-3.724	0	0.004	yes	10.5977	8.81923	12.3761	16.1774	13.7002	18.6547
ENSG00000172375	ENSG00000172375	C2CD2L	11:118967	q1	q2	0.425	-5.279	0	0	yes	40.0166	35.1711	44.8622	61.2074	54.7121	67.7027
ENSG00000112576	ENSG00000112576	CCND3	6:4190267	q1	q2	0.426	-6.576	0	0	yes	165.754	150.657	180.852	253.899	230.455	277.342
ENSG00000254964	ENSG00000254964	RP11-831H9.3	11:623696	q1	q2	0.426	-11.42	0	0	yes	33.2317	31.4856	34.9777	50.8586	48.1706	53.5465
ENSG00000258051	ENSG00000258051	RP11-474C8.3	12:485415	q1	q2	0.426	-7.063	0	0	yes	0.086981	0.0795834	0.0943787	0.133195	0.121794	0.144595
ENSG00000219545	ENSG00000219545	AC006465.3	7:7676148	q1	q2	0.428	-4.309	0	0	yes	47.0215	40.2742	53.7687	72.1327	62.2257	82.0398
ENSG00000180389	ENSG00000180389	ATP5EP2	13:285193	q1	q2	0.429	-3.794	0	0.003	yes	118.863	98.9912	138.736	182.481	154.745	210.218
ENSG00000240857	ENSG00000240857	RDH14	2:1873598	q1	q2	0.43	-3.779	0	0.003	yes	17.7217	14.7422	20.7012	27.2499	23.065	31.4348
ENSG00000175110	ENSG00000175110	MRPS22	3:1387228	q1	q2	0.431	-4.579	0	0	yes	50.493	42.8069	58.1792	77.721	69.0943	86.3477
ENSG00000168237	ENSG00000168237	GLYCTK	3:5228843	q1	q2	0.432	-3.672	0	0.005	yes	8.31756	6.81485	9.82028	12.8108	10.8805	14.7411
ENSG00000100296	ENSG00000100296	THOC5	22:299018	q1	q2	0.433	-6.328	0	0	yes	66.936	59.6736	74.1984	103.16	94.5798	111.74
ENSG00000130024	ENSG00000130024	PHF10	6:1701022	q1	q2	0.433	-4.214	0	0.001	yes	10.0873	8.54992	11.6246	15.5494	13.4087	17.6901
ENSG00000049323	ENSG00000049323	LTBP1	2:3317203	q1	q2	0.434	-4.072	0	0.001	yes	39.6932	35.5591	43.8272	61.2532	49.8649	72.6414
ENSG00000189376	ENSG00000189376	C8orf76	8:1242321	q1	q2	0.435	-4.309	0	0	yes	29.6231	25.1591	34.0871	45.7441	39.6117	51.8765
ENSG00000184979	ENSG00000184979	USP18	22:186326	q1	q2	0.437	-4.275	0	0	yes	16.0267	13.6061	18.4473	24.812	21.3926	28.2314
ENSG00000214941	ENSG00000214941	ZSWIM7	17:158798	q1	q2	0.437	-4.82	0	0	yes	52.2105	45.0257	59.3954	80.8181	71.28	90.3561
ENSG00000163743	ENSG00000163743	RCHY1	4:7640424	q1	q2	0.439	-3.782	0	0.003	yes	23.7594	19.478	28.0407	36.8363	31.4615	42.2112
ENSG00000258839	ENSG00000258839	MC1R	16:899785	q1	q2	0.439	-3.819	0	0.003	yes	7.06202	5.85909	8.26495	10.9522	9.26261	12.6418
ENSG00000204264	ENSG00000204264	PSMB8	6:3280849	q1	q2	0.444	-6.658	0	0	yes	91.3814	82.3551	100.408	142.525	129.72	155.331
ENSG00000152082	ENSG00000152082	MZT2B	2:1309089	q1	q2	0.445	-3.567	0	0.007	yes	63.4122	51.9017	74.9227	98.9065	82.0089	115.804
ENSG00000149532	ENSG00000149532	CPSF7	11:611701	q1	q2	0.448	-8.328	0	0	yes	97.8711	90.3932	105.349	153.151	141.562	164.74
ENSG00000177628	ENSG00000177628	GBA	1:1552042	q1	q2	0.448	-3.727	0	0.004	yes	48.7267	40.2446	57.2088	76.2754	63.6194	88.9315
ENSG00000085274	ENSG00000085274	MYNN	3:1694908	q1	q2	0.453	-4.833	0	0	yes	6.30059	5.48401	7.11718	9.91307	8.5694	11.2567
ENSG00000138434	ENSG00000138434	SSFA2	2:1827565	q1	q2	0.457	-4.624	0	0	yes	457.007	389.35	524.664	721.679	627.235	816.123
ENSG00000096093	ENSG00000096093	EFHC1	6:5228510	q1	q2	0.458	-5.006	0	0	yes	14.218	12.2673	16.1688	22.4718	19.7544	25.1891
ENSG00000221978	ENSG00000221978	CCNL2	1:1321090	q1	q2	0.458	-6.606	0	0	yes	80.5214	72.9302	88.1127	127.344	114.375	140.313
ENSG00000175175	ENSG00000175175	PPM1E	17:568332	q1	q2	0.46	-4.979	0	0	yes	4.95612	4.27749	5.63475	7.85109	6.87696	8.82521
ENSG00000118260	ENSG00000118260	CREB1	2:2081043	q1	q2	0.463	-3.599	0	0.006	yes	16.594	13.1879	20.0001	26.3592	22.2739	30.4445
ENSG00000142156	ENSG00000142156	COL6A1	21:474016	q1	q2	0.464	-4.017	0	0.001	yes	23.5832	19.943	27.2233	37.5047	31.06	43.9495
ENSG00000126062	ENSG00000126062	TMEM115	3:5038476	q1	q2	0.466	-4.331	0	0	yes	12.7209	10.6882	14.7536	20.272	17.3498	23.1942
ENSG00000154274	ENSG00000154274	C4orf19	4:3745556	q1	q2	0.466	-3.818	0	0.003	yes	6.95623	5.66352	8.24893	11.0813	9.33071	12.8319
ENSG00000106028	ENSG00000106028	SSBP1	7:1414041	q1	q2	0.468	-4.97	0	0	yes	72.1397	63.5928	80.6866	115.202	98.3302	132.073
ENSG00000215424	ENSG00000215424	MCM3AP-AS1	21:476491	q1	q2	0.472	-3.867	0	0.002	yes	5.0881	4.13843	6.03776	8.15632	6.87398	9.43867
ENSG00000130813	ENSG00000130813	C19orf66	19:101968	q1	q2	0.474	-6.235	0	0	yes	32.7819	29.1284	36.4355	52.6756	47.2207	58.1305
ENSG00000008988	ENSG00000008988	RPS20	8:5697985	q1	q2	0.477	-7.165	0	0	yes	322.494	291.853	353.136	519.413	471.042	567.784
ENSG00000175324	ENSG00000175324	LSM1	8:3796275	q1	q2	0.48	-4.588	0	0	yes	30.2944	25.2957	35.2932	48.9731	42.6626	55.2837

ENSG00000083454	ENSG00000083454	P2RX5	17:356619	q1	q2	0.484	-5.876	0	0 yes	24.1544	21.2479	27.0609	39.2057	34.7882	43.6233
ENSG00000176148	ENSG00000176148	TCP11L1	11:330609	q1	q2	0.486	-4.204	0	0.001 yes	11.1362	9.29664	12.9757	18.1019	15.1759	21.0279
ENSG00000183684	ENSG00000183684	THOC4	17:798457	q1	q2	0.488	-5.789	0	0 yes	181.427	157.386	205.467	295.563	264.745	326.381
ENSG00000151468	ENSG00000151468	CCDC3	10:129386	q1	q2	0.49	-7.112	0	0 yes	0.0237562	0.0214209	0.0260915	0.0387679	0.0350284	0.0425075
ENSG00000000419	ENSG00000000419	DPM1	20:495514	q1	q2	0.491	-3.985	0	0.001 yes	31.7254	27.0244	36.4264	51.8412	41.6314	62.0509
ENSG00000115841	ENSG00000115841	FAM82A1	2:3815032	q1	q2	0.491	-3.528	0	0.008 yes	9.66154	7.75826	11.5648	15.7857	12.6822	18.8892
ENSG00000140323	ENSG00000140323	DISP2	15:406504	q1	q2	0.491	-3.652	0	0.005 yes	2.47	1.97284	2.96717	4.03597	3.31632	4.75562
ENSG00000173137	ENSG00000173137	ADCK5	8:1455967	q1	q2	0.491	-6.605	0	0 yes	34.7945	30.8998	38.6892	56.8369	51.2831	62.3908
ENSG00000093100	ENSG00000093100	XXbac-B461K10.4	22:182704	q1	q2	0.496	-3.952	0	0.002 yes	13.3067	10.629	15.9843	21.8569	18.5717	25.1422
ENSG00000197892	ENSG00000197892	KIF13B	8:2892479	q1	q2	0.499	-4.376	0	0 yes	15.5391	12.5685	18.5097	25.6035	22.4123	28.7947
ENSG00000171497	ENSG00000171497	PPID	4:1595878	q1	q2	0.501	-3.587	0	0.006 yes	12.575	9.98888	15.1611	20.7627	16.8295	24.6958
ENSG00000180398	ENSG00000180398	MCFD2	2:4712641	q1	q2	0.507	-5.198	0	0 yes	35.2825	29.6761	40.8889	58.5773	51.9514	65.2032
ENSG00000189308	ENSG00000189308	LIN54	4:8373981	q1	q2	0.51	-4.063	0	0.001 yes	9.13667	7.41938	10.854	15.2163	12.6833	17.7492
ENSG00000149273	ENSG00000149273	RPS3	11:751105	q1	q2	0.511	-8.798	0	0 yes	1049.06	963.965	1134.15	1748.81	1603.37	1894.25
ENSG00000199916	ENSG00000199916	RMRP	9:3565775	q1	q2	0.511	-4.073	0	0.001 yes	207.086	168.097	246.074	345.303	287.943	402.664
ENSG00000173163	ENSG00000173163	COMMD1	2:6209522	q1	q2	0.512	-4.915	0	0 yes	40.9777	34.4961	47.4593	68.3461	59.0973	77.5949
ENSG00000243364	ENSG00000243364	EFNA4	1:1550362	q1	q2	0.514	-5.065	0	0 yes	18.3957	15.5349	21.2566	30.7593	26.7456	34.773
ENSG00000173465	ENSG00000173465	SSSCA1	11:653379	q1	q2	0.517	-6.078	0	0 yes	62.9712	55.0993	70.843	105.554	93.3965	117.711
ENSG00000100320	ENSG00000100320	RBFOX2	22:361347	q1	q2	0.518	-3.942	0	0.002 yes	98.8157	78.054	119.577	165.852	139.695	192.008
ENSG00000169762	ENSG00000169762	TAPT1	4:1616212	q1	q2	0.518	-4.504	0	0 yes	34.1532	28.1035	40.2028	57.3292	48.9192	65.7391
ENSG00000152942	ENSG00000152942	RAD17	5:6864681	q1	q2	0.519	-4.477	0	0 yes	11.4727	9.72114	13.2243	19.2768	15.9139	22.6398
ENSG00000196141	ENSG00000196141	SPATS2L	2:2011706	q1	q2	0.52	-6.16	0	0 yes	62.1816	54.2242	70.1391	104.624	93.0882	116.16
ENSG00000138400	ENSG00000138400	MDH1B	2:2076024	q1	q2	0.522	-4.437	0	0 yes	7.64561	6.28569	9.00553	12.8883	10.9014	14.8752
ENSG00000229127	ENSG00000229127	AC007038.7	2:2108672	q1	q2	0.527	-5.623	0	0 yes	0.0300466	0.0260134	0.0340798	0.0509128	0.0442419	0.0575836
ENSG00000113068	ENSG00000113068	PFDN1	5:1395542	q1	q2	0.531	-3.942	0	0.002 yes	31.0809	25.4195	36.7423	52.8525	42.3634	63.3417
ENSG00000152503	ENSG00000152503	TRIM36	5:1144604	q1	q2	0.531	-5.977	0	0 yes	47.5393	42.4403	52.6382	80.8251	69.3857	92.2644
ENSG00000171863	ENSG00000171863	RPS7	2:3616112	q1	q2	0.533	-4.539	0	0 yes	20.5953	16.6692	24.5213	35.0819	30.2808	39.883
ENSG00000247315	ENSG00000247315	AL034548.2	20:277736	q1	q2	0.535	-3.842	0	0.002 yes	5.10382	4.03321	6.17444	8.71429	7.11842	10.3102
ENSG00000173210	ENSG00000173210	ABLIM3	5:1485210	q1	q2	0.537	-5.013	0	0 yes	11.9254	10.2995	13.5512	20.3983	17.0291	23.7676
ENSG00000181381	ENSG00000181381	DDX60L	4:1692778	q1	q2	0.542	-3.95	0	0.002 yes	8.18907	6.80969	9.56846	14.086	11.0307	17.1413
ENSG00000197548	ENSG00000197548	ATG7	3:1131399	q1	q2	0.542	-6.8	0	0 yes	76.5103	67.5007	85.5199	131.577	117.431	145.722
ENSG00000214549	ENSG00000214549	RP11-360G10.2	10:938083	q1	q2	0.544	-4.856	0	0 yes	0.184102	0.156108	0.212096	0.317096	0.264966	0.369227
ENSG00000151445	ENSG00000151445	VIPAR	14:778930	q1	q2	0.547	-6.275	0	0 yes	30.4652	25.9908	34.9395	52.6323	47.696	57.5686
ENSG00000198042	ENSG00000198042	MAK16	8:3322834	q1	q2	0.548	-3.896	0	0.002 yes	10.4381	8.22519	12.651	18.0543	14.7161	21.3926
ENSG00000134490	ENSG00000134490	C18orf45	18:207145	q1	q2	0.558	-4.919	0	0 yes	10.4934	8.49636	12.4905	18.3343	16.0689	20.5997
ENSG00000168887	ENSG00000168887	C2orf68	2:8582567	q1	q2	0.559	-7.116	0	0 yes	54.3149	47.9425	60.6873	94.9474	85.0464	104.848
ENSG00000125148	ENSG00000125148	MT2A	16:566421	q1	q2	0.56	-4.622	0	0 yes	27.8804	22.7877	32.9731	48.8031	41.0378	56.5684
ENSG00000160710	ENSG00000160710	ADAR	1:1545545	q1	q2	0.561	-10.811	0	0 yes	202.253	188.515	215.992	354.513	326.675	382.35
ENSG00000213204	ENSG00000213204	C6orf165	6:8811770	q1	q2	0.561	-5.185	0	0 yes	8.95912	7.41371	10.5045	15.7049	13.6499	17.76
ENSG00000115267	ENSG00000115267	IFIH1	2:1631235	q1	q2	0.565	-4.638	0	0 yes	25.8069	20.9724	30.6414	45.4255	38.3372	52.5139
ENSG00000124802	ENSG00000124802	EEF1E1	6:7726331	q1	q2	0.566	-3.807	0	0.003 yes	17.9549	13.6585	22.2513	31.6363	26.0403	37.2323
ENSG00000235092	ENSG00000235092	AC011747.7	2:8806765	q1	q2	0.567	-3.843	0	0.002 yes	21.4756	16.5959	26.3552	37.8493	30.7313	44.9673
ENSG00000231357	ENSG00000231357	AC006028.11	7:2719155	q1	q2	0.568	-3.708	0	0.004 yes	38.2741	29.3974	47.1509	67.5158	54.0235	81.0082
ENSG00000164543	ENSG00000164543	STK17A	7:4362235	q1	q2	0.573	-3.852	0	0.002 yes	5.32619	4.23804	6.41433	9.44333	7.40335	11.4833
ENSG00000152465	ENSG00000152465	NMT2	10:151373	q1	q2	0.575	-3.804	0	0.003 yes	6.29915	4.87122	7.72709	11.1892	8.95494	13.4235
ENSG00000166337	ENSG00000166337	TAF10	11:662487	q1	q2	0.576	-7.341	0	0 yes	133.459	117.665	149.253	237.448	212.965	261.932
ENSG00000140993	ENSG00000140993	TIGD7	16:331379	q1	q2	0.579	-4.963	0	0 yes	7.41936	6.10247	8.73626	13.2323	11.2322	15.2323
ENSG00000136108	ENSG00000136108	CKAP2	13:530294	q1	q2	0.581	-3.712	0	0.004 yes	24.1247	19.361	28.8884	43.1151	32.6538	53.5764
ENSG00000164808	ENSG00000164808	KIAA0146	8:4817316	q1	q2	0.59	-7.523	0	0 yes	92.1696	81.7585	102.581	166.244	148.163	184.324
ENSG00000171121	ENSG00000171121	KCNMB3	3:1788659	q1	q2	0.592	-3.999	0	0.001 yes	6.21588	4.71517	7.7166	11.24	9.31074	13.1694

ENSG00000242515	ENSG00000242515	UGT1A10	2:2345262	q1	q2	0.592	-8.51	0	0 yes	0.0009914	0.0008966	0.00108626	0.0017928	0.0016114	0.0019741
ENSG00000250264	ENSG00000250264	XXbac-BPG246D16	3:3278053	q1	q2	0.593	-5.368	0	0 yes	8.75302	7.29237	10.2137	15.8414	13.5455	18.1374
ENSG00000103056	ENSG00000103056	SMPD3	16:683922	q1	q2	0.595	-4.048	0	0.001 yes	1.64115	1.27475	2.00755	2.97442	2.40636	3.54247
ENSG00000112695	ENSG00000112695	COX7A2	6:7594739	q1	q2	0.598	-5.747	0	0 yes	148.55	131.156	165.944	270.202	223.692	316.713
ENSG00000127423	ENSG00000127423	C1orf135	1:2612666	q1	q2	0.606	-4.164	0	0.001 yes	5.52374	4.29344	6.75403	10.1205	8.22739	12.0137
ENSG00000126777	ENSG00000126777	KTN1	14:559659	q1	q2	0.608	-9.71	0	0 yes	142.524	129.532	155.516	261.667	239.234	284.099
ENSG00000086189	ENSG00000086189	DIMT1L	5:6160198	q1	q2	0.61	-6.375	0	0 yes	25.4009	21.7035	29.0984	46.7367	40.9366	52.5368
ENSG00000227323	ENSG00000227323	RP11-443A13.3	10:786373	q1	q2	0.61	-6.101	0	0 yes	0.0424528	0.0365082	0.0483974	0.0781508	0.0669864	0.0893152
ENSG00000147439	ENSG00000147439	BIN3	8:2246214	q1	q2	0.611	-4.199	0	0.001 yes	21.3315	16.2689	26.3941	39.3035	32.6791	45.928
ENSG00000079337	ENSG00000079337	RAPGEF3	12:480998	q1	q2	0.614	-5.823	0	0 yes	14.5881	11.9521	17.224	26.9599	24.0257	29.8941
ENSG00000257076	ENSG00000257076	RP11-546D6.2	12:123636	q1	q2	0.614	-4.313	0	0 yes	20.6937	16.0245	25.3629	38.2287	31.5976	44.8598
ENSG00000165819	ENSG00000165819	METTL3	14:219271	q1	q2	0.62	-5.235	0	0 yes	16.0878	13.0144	19.1612	29.9044	25.7173	34.0915
ENSG00000205413	ENSG00000205413	SAMD9	7:9272882	q1	q2	0.625	-5.501	0	0 yes	7.73459	6.19169	9.27749	14.4474	12.8775	16.0174
ENSG00000115268	ENSG00000115268	RPS15	19:143836	q1	q2	0.629	-7.479	0	0 yes	188.464	164.762	212.166	353.523	314.027	393.02
ENSG00000204642	ENSG00000204642	HLA-F	6:2969055	q1	q2	0.631	-6.655	0	0 yes	38.6678	33.1913	44.1443	72.6925	63.5193	81.8657
ENSG00000243916	ENSG00000243916	RP11-6K23.1	12:152607	q1	q2	0.632	-6.769	0	0 yes	0.0402162	0.0350565	0.045376	0.0756816	0.0654064	0.0859568
ENSG00000251403	ENSG00000251403	RP11-298J23.6	6:4176210	q1	q2	0.632	-3.599	0	0.006 yes	0.123573	0.0938204	0.153326	0.232588	0.173028	0.292148
ENSG00000138709	ENSG00000138709	LARP1B	4:1289824	q1	q2	0.634	-4.345	0	0 yes	5.53153	4.43143	6.63162	10.4233	8.19994	12.6466
ENSG00000250317	ENSG00000250317	C4orf52	4:2574905	q1	q2	0.636	-4.476	0	0 yes	13.9877	10.8877	17.0877	26.4166	21.7222	31.111
ENSG00000076554	ENSG00000076554	TPD52	8:8083095	q1	q2	0.638	-9.351	0	0 yes	91.1268	82.0318	100.222	172.395	156.377	188.413
ENSG00000143158	ENSG00000143158	BRP44	1:1678859	q1	q2	0.64	-5.501	0	0 yes	23.189	19.0106	27.3674	43.9581	37.4962	50.4199
ENSG00000116213	ENSG00000116213	WRAP73	1:3547330	q1	q2	0.641	-5.006	0	0 yes	14.1196	11.4227	16.8165	26.803	22.2319	31.374
ENSG00000258959	ENSG00000258959	RP11-1017G21.4	14:102430	q1	q2	0.646	-3.505	0	0.008 yes	18.4854	13.1331	23.8377	35.2517	27.2255	43.2779
ENSG00000148444	ENSG00000148444	COMMD3	10:226049	q1	q2	0.647	-4.798	0	0 yes	55.6977	42.2747	69.1207	106.407	93.4888	119.326
ENSG00000137965	ENSG00000137965	IFI44	1:7911548	q1	q2	0.654	-3.799	0	0.003 yes	19.1637	14.9745	23.3529	36.8627	27.0531	46.6724
ENSG00000224281	ENSG00000224281	RP3-404F18.2	X:1185999	q1	q2	0.654	-4.401	0	0 yes	2.96966	2.30362	3.6357	5.71	4.59719	6.82281
ENSG00000125691	ENSG00000125691	RPL23	17:370041	q1	q2	0.665	-6.395	0	0 yes	120.111	104.353	135.869	233.66	195.906	271.414
ENSG00000122482	ENSG00000122482	ZNF644	1:9138085	q1	q2	0.669	-3.59	0	0.006 yes	15.9959	10.5787	21.4132	31.2149	26.3774	36.0525
ENSG00000163870	ENSG00000163870	TPRA1	3:1272919	q1	q2	0.669	-8.717	0	0 yes	28.7864	25.1921	32.3808	56.1832	51.1736	61.1928
ENSG00000159214	ENSG00000159214	CCDC24	1:4445703	q1	q2	0.678	-6.183	0	0 yes	22.9872	18.7158	27.2587	45.2686	40.0058	50.5314
ENSG00000102572	ENSG00000102572	STK24	13:991024	q1	q2	0.68	-6.193	0	0 yes	22.0067	19.2473	24.7662	43.4462	35.6112	51.2812
ENSG00000248341	ENSG00000248341	AC115115.2	2:1130331	q1	q2	0.682	-7.487	0	0 yes	0.164758	0.143876	0.18564	0.325995	0.283282	0.368709
ENSG00000109689	ENSG00000109689	STIM2	4:2685929	q1	q2	0.686	-6.491	0	0 yes	7.11159	6.1931	8.03008	14.1282	11.762	16.4944
ENSG00000149564	ENSG00000149564	ESAM	11:124609	q1	q2	0.687	-5.068	0	0 yes	5.19324	4.08903	6.29745	10.3223	8.58596	12.0586
ENSG00000137821	ENSG00000137821	LRRC49	15:711238	q1	q2	0.688	-5.3	0	0 yes	3.91987	3.12335	4.71639	7.79652	6.53823	9.0548
ENSG00000168890	ENSG00000168890	TMEM150A	2:8582567	q1	q2	0.691	-6.869	0	0 yes	29.1952	24.6603	33.7302	58.2904	50.824	65.7569
ENSG00000218739	ENSG00000218739	AC007390.5	2:3739496	q1	q2	0.692	-3.757	0	0.003 yes	4.36053	3.09094	5.63013	8.70675	6.74622	10.6673
ENSG00000095794	ENSG00000095794	CREM	10:353869	q1	q2	0.694	-5.737	0	0 yes	29.9617	24.6107	35.3127	59.9975	50.1915	69.8035
ENSG00000145730	ENSG00000145730	PAM	5:1020896	q1	q2	0.695	-4.803	0	0 yes	22.4846	16.8859	28.0833	45.0437	38.4052	51.6822
ENSG00000257534	ENSG00000257534	RP11-834C11.10	12:545558	q1	q2	0.702	-8.706	0	0 yes	0.0820847	0.0729501	0.0912193	0.165593	0.146278	0.184908
ENSG00000153044	ENSG00000153044	CENPH	5:6848537	q1	q2	0.707	-3.488	0	0.009 yes	17.0121	12.3687	21.6556	34.4821	24.1621	44.8021
ENSG00000184381	ENSG00000184381	PLA2G6	22:385075	q1	q2	0.709	-4.155	0	0.001 yes	24.8214	17.2961	32.3467	50.4202	42.54	58.3003
ENSG00000116750	ENSG00000116750	UCHL5	1:1929848	q1	q2	0.712	-6.666	0	0 yes	16.9344	13.9135	19.9554	34.512	30.4575	38.5665
ENSG00000089127	ENSG00000089127	OAS1	12:113344	q1	q2	0.713	-8.461	0	0 yes	150.99	131.98	170	308.168	273.593	342.742
ENSG00000151150	ENSG00000151150	ANK3	10:617881	q1	q2	0.718	-5.86	0	0 yes	33.9704	27.581	40.3598	69.6773	58.7171	80.6374
ENSG00000170191	ENSG00000170191	NANP	20:255935	q1	q2	0.725	-4.574	0	0 yes	1.71362	1.29319	2.13404	3.53806	2.82774	4.24839
ENSG00000198056	ENSG00000198056	PRIM1	12:571062	q1	q2	0.725	-4.225	0	0.001 yes	15.0689	11.0433	19.0944	31.1083	24.4082	37.8084
ENSG00000129472	ENSG00000129472	RAB2B	14:219271	q1	q2	0.729	-3.881	0	0.002 yes	8.99395	6.30445	11.6834	18.649	14.4052	22.8927
ENSG00000184508	ENSG00000184508	HDDC3	15:914717	q1	q2	0.732	-6.929	0	0 yes	21.1956	17.6736	24.7176	44.052	38.3123	49.7917
ENSG00000108094	ENSG00000108094	CUL2	10:352974	q1	q2	0.735	-4.698	0	0 yes	9.93479	8.56752	11.302	20.7185	14.896	26.5411

ENSG00000213397	ENSG00000213397	HAUS7	X:1527101	q1	q2	0.737	-4.379	0	0 yes	37.1909	30.6633	43.7185	77.7378	55.3954	100.08
ENSG00000258168	ENSG00000258168	RP11-588H23.3	12:708618	q1	q2	0.746	-7.982	0	0 yes	0.113343	0.0992027	0.127484	0.238872	0.205666	0.272078
ENSG00000127720	ENSG00000127720	C12orf26	12:826174	q1	q2	0.747	-4.986	0	0 yes	16.6681	12.657	20.6793	35.1879	28.9021	41.4737
ENSG00000028116	ENSG00000028116	VRK2	2:5813478	q1	q2	0.749	-4.733	0	0 yes	6.68694	4.95365	8.42023	14.1446	11.5732	16.7159
ENSG00000012822	ENSG00000012822	CALCOCO1	12:541049	q1	q2	0.751	-5.094	0	0 yes	29.3097	21.5591	37.0604	62.0958	54.0131	70.1784
ENSG00000244663	ENSG00000244663	AC007599.1	16:474952	q1	q2	0.753	-9.242	0	0 yes	145.72	127.806	163.634	309.433	276.33	342.537
ENSG00000129696	ENSG00000129696	C8orf41	8:3322834	q1	q2	0.754	-5.208	0	0 yes	13.328	10.2652	16.3908	28.3297	23.3381	33.3214
ENSG00000138768	ENSG00000138768	USO1	4:7664976	q1	q2	0.761	-4.765	0	0 yes	19.8764	17.2183	22.5344	42.5258	30.1985	54.8532
ENSG00000167081	ENSG00000167081	PBX3	9:1285085	q1	q2	0.761	-7.233	0	0 yes	36.3758	30.4505	42.301	77.8935	67.5009	88.286
ENSG00000129515	ENSG00000129515	SNX6	14:350259	q1	q2	0.763	-6.058	0	0 yes	15.8629	13.2198	18.5059	34.0256	27.5955	40.4558
ENSG00000178878	ENSG00000178878	APOLD1	12:128788	q1	q2	0.764	-6.811	0	0 yes	2.95584	2.43677	3.4749	6.34384	5.45891	7.22876
ENSG00000107771	ENSG00000107771	FAM190B	10:860883	q1	q2	0.766	-4.42	0	0 yes	20.3912	14.0758	26.7066	43.8547	37.0381	50.6713
ENSG00000255729	ENSG00000255729	AC005618.1	5:1406980	q1	q2	0.766	-4.058	0	0.001 yes	11.675	8.15604	15.194	25.1255	19.4042	30.8467
ENSG00000164163	ENSG00000164163	ABCE1	4:1458882	q1	q2	0.772	-4.256	0	0 yes	7.13842	5.09101	9.18583	15.4545	12.0159	18.8931
ENSG00000147586	ENSG00000147586	MRPS28	8:8083095	q1	q2	0.773	-4.462	0	0 yes	19.7044	14.1797	25.2291	42.6965	33.9985	51.3945
ENSG00000052841	ENSG00000052841	TTC17	11:433335	q1	q2	0.778	-6.027	0	0 yes	19.1489	15.4218	22.8759	41.6886	34.6181	48.7591
ENSG00000159199	ENSG00000159199	ATP5G1	17:469522	q1	q2	0.778	-4.205	0	0.001 yes	17.6581	12.2147	23.1015	38.4314	30.5775	46.2852
ENSG00000111845	ENSG00000111845	PAK1IP1	6:1067165	q1	q2	0.789	-4.079	0	0.001 yes	2.47288	1.7074	3.23836	5.44243	4.18052	6.70435
ENSG00000162174	ENSG00000162174	ASRGL1	11:621043	q1	q2	0.791	-5.534	0	0 yes	17.3332	13.5643	21.1021	38.2451	31.1393	45.3509
ENSG00000134326	ENSG00000134326	CMPK2	2:6980700	q1	q2	0.794	-8.621	0	0 yes	44.4982	37.9942	51.0022	98.4091	87.3887	109.43
ENSG00000174483	ENSG00000174483	BBS1	11:662342	q1	q2	0.794	-5.126	0	0 yes	11.1253	8.23966	14.011	24.6118	20.442	28.7816
ENSG00000110536	ENSG00000110536	PTPMT1	11:474874	q1	q2	0.795	-8.917	0	0 yes	52.6761	45.4708	59.8813	116.688	103.326	130.049
ENSG00000071794	ENSG00000071794	HLTF	3:1487479	q1	q2	0.798	-6.104	0	0 yes	25.0488	20.9836	29.114	55.6575	44.2397	67.0754
ENSG00000255857	ENSG00000255857	RP1-278C19.3	12:120639	q1	q2	0.8	-6.357	0	0 yes	14.9677	12.0054	17.9301	33.2979	28.1264	38.4693
ENSG00000144554	ENSG00000144554	FANCD2	3:1006809	q1	q2	0.803	-5.127	0	0 yes	17.051	12.7758	21.3262	38.0756	30.9168	45.2344
ENSG00000255909	ENSG00000255909	RP11-841C19.3	12:195569	q1	q2	0.806	-11.834	0	0 yes	0.249049	0.227555	0.270544	0.557656	0.498874	0.616438
ENSG00000107201	ENSG00000107201	DDX58	9:3245529	q1	q2	0.807	-5.785	0	0 yes	18.871	15.831	21.911	42.2729	32.6532	51.8925
ENSG00000120306	ENSG00000120306	C5orf32	5:1395542	q1	q2	0.807	-4.816	0	0 yes	11.6899	8.50539	14.8745	26.1901	21.0834	31.2968
ENSG00000100142	ENSG00000100142	POLR2F	22:383395	q1	q2	0.809	-7.567	0	0 yes	69.0902	59.2197	78.9607	155.174	130.478	179.869
ENSG00000012048	ENSG00000012048	BRCA1	17:411963	q1	q2	0.81	-6.89	0	0 yes	7.80394	6.68617	8.92171	17.5422	14.2713	20.8131
ENSG00000135114	ENSG00000135114	OASL	12:121458	q1	q2	0.81	-6.322	0	0 yes	12.9576	10.2448	15.6704	29.1234	24.8225	33.4242
ENSG00000157734	ENSG00000157734	SNX22	15:644439	q1	q2	0.812	-5.904	0	0 yes	2.27315	1.77257	2.77373	5.12015	4.27609	5.9642
ENSG00000116791	ENSG00000116791	CRYZ	1:7501808	q1	q2	0.822	-7.474	0	0 yes	17.0372	13.8403	20.2342	38.7693	34.3158	43.2228
ENSG00000160957	ENSG00000160957	RECQL4	8:1457366	q1	q2	0.825	-12.962	0	0 yes	106.007	95.9861	116.027	242.005	221.349	262.661
ENSG00000166529	ENSG00000166529	ZSCAN21	7:9964738	q1	q2	0.826	-6.879	0	0 yes	9.44368	7.52955	11.3578	21.5793	18.7956	24.3629
ENSG00000167553	ENSG00000167553	TUBA1C	12:495785	q1	q2	0.827	-14.373	0	0 yes	111.69	102.125	121.255	255.306	235.694	274.917
ENSG00000112096	ENSG00000112096	SOD2	6:1601000	q1	q2	0.83	-11.401	0	0 yes	71.6372	63.8029	79.4714	164.366	148.546	180.186
ENSG00000100934	ENSG00000100934	SEC23A	14:395011	q1	q2	0.831	-9.035	0	0 yes	71.9846	61.0015	82.9678	165.215	148.249	182.18
ENSG00000129158	ENSG00000129158	SERGEF	11:178095	q1	q2	0.831	-6.276	0	0 yes	37.7388	31.2306	44.2471	86.6295	69.2207	104.038
ENSG00000215217	ENSG00000215217	C5orf49	5:7830490	q1	q2	0.834	-7.681	0	0 yes	0.0500651	0.0427394	0.0573908	0.11522	0.0967503	0.133689
ENSG00000228253	ENSG00000228253	J01415.25	MT:8365-9	q1	q2	0.836	-7.32	0	0 yes	536.127	440.886	631.368	1236.72	1059.24	1414.2
ENSG00000138111	ENSG00000138111	TMEM180	10:104221	q1	q2	0.839	-3.623	0	0.005 yes	2.03722	1.27054	2.80391	4.71273	3.44226	5.9832
ENSG00000167996	ENSG00000167996	FTH1	11:617172	q1	q2	0.845	-13.411	0	0 yes	247.937	221.381	274.493	577.1	538.81	615.391
ENSG00000164465	ENSG00000164465	DCBLD1	6:1176094	q1	q2	0.847	-4.762	0	0 yes	10.9167	7.95201	13.8813	25.4522	19.6111	31.2934
ENSG00000065328	ENSG00000065328	MCM10	10:132035	q1	q2	0.848	-5.489	0	0 yes	6.9251	5.75661	8.09359	16.1653	11.9827	20.3479
ENSG00000178623	ENSG00000178623	GPR35	2:2415261	q1	q2	0.852	-3.912	0	0.002 yes	2.14812	1.36561	2.93063	5.03663	3.83331	6.23995
ENSG00000187109	ENSG00000187109	NAP1L1	12:764386	q1	q2	0.867	-5.268	0	0 yes	32.0684	25.5616	38.5752	76.2997	56.5323	96.0671
ENSG00000258974	ENSG00000258974	AC002086.1	X:1193846	q1	q2	0.872	-4.831	0	0 yes	2.0961	1.48766	2.70453	5.01475	3.93745	6.09206
ENSG00000157985	ENSG00000157985	AGAP1	2:2364027	q1	q2	0.887	-9.926	0	0 yes	25.1248	21.8658	28.3838	61.0236	53.5139	68.5334
ENSG00000119640	ENSG00000119640	ACYP1	14:755199	q1	q2	0.894	-4.148	0	0.001 yes	7.65149	4.97151	10.3315	18.7146	14.0048	23.4244

ENSG00000155636	ENSG00000155636	RBM45	2:1789771	q1	q2	0.894	-3.734	0	0.004	yes	8.99241	5.15768	12.8271	21.9956	17.1909	26.8003
ENSG00000121753	ENSG00000121753	BAI2	1:3219271	q1	q2	0.9	-7.237	0	0	yes	11.0448	8.71151	13.378	27.1707	23.6007	30.7407
ENSG00000256566	ENSG00000256566	RP4-734P14.4	20:244227	q1	q2	0.904	-3.607	0	0.006	yes	3.51235	2.04891	4.97579	8.67496	6.25525	11.0947
ENSG00000166548	ENSG00000166548	TK2	16:665419	q1	q2	0.905	-4.166	0	0.001	yes	2.32987	1.83512	2.82461	5.7611	3.57616	7.94605
ENSG00000126803	ENSG00000126803	HSPA2	14:648547	q1	q2	0.906	-5.879	0	0	yes	12.9913	9.5313	16.4514	32.1379	27.1564	37.1193
ENSG00000185201	ENSG00000185201	IFITM2	11:307630	q1	q2	0.906	-9.56	0	0	yes	59.2737	50.0212	68.5262	146.696	130.915	162.476
ENSG00000175066	ENSG00000175066	GK5	3:1418824	q1	q2	0.917	-4.093	0	0.001	yes	7.63439	5.1189	10.1499	19.0928	13.3007	24.8849
ENSG00000157851	ENSG00000157851	DPYSL5	2:2707061	q1	q2	0.919	-6.757	0	0	yes	16.0265	12.4938	19.5592	40.1775	33.7714	46.5836
ENSG00000173457	ENSG00000173457	PPP1R14B	11:640119	q1	q2	0.93	-3.966	0	0.002	yes	5.21119	3.1778	7.24459	13.2123	9.77079	16.6537
ENSG00000169991	ENSG00000169991	IFFO2	1:1916609	q1	q2	0.931	-5.454	0	0	yes	5.94164	4.1593	7.72399	15.0799	12.6184	17.5414
ENSG00000213689	ENSG00000213689	TREX1	3:4848811	q1	q2	0.932	-6.705	0	0	yes	7.89936	5.92255	9.87617	20.07	17.6339	22.5061
ENSG00000198417	ENSG00000198417	MT1F	16:566918	q1	q2	0.936	-3.918	0	0.002	yes	16.9963	10.768	23.2245	43.3171	30.0524	56.5818
ENSG00000204438	ENSG00000204438	GPANK1	6:3162900	q1	q2	0.939	-9.624	0	0	yes	18.5908	15.4874	21.6943	47.5673	42.7506	52.3839
ENSG00000183531	ENSG00000183531	Z98256.1	22:329085	q1	q2	0.94	-3.869	0	0.002	yes	10.7821	6.40425	15.1599	27.6033	20.2337	34.9729
ENSG00000214283	ENSG00000214283	RP11-85F14.1	3:1365810	q1	q2	0.943	-9.206	0	0	yes	0.0178308	0.015334	0.0203276	0.0457738	0.0389312	0.0526164
ENSG00000135476	ENSG00000135476	ESPL1	12:536620	q1	q2	0.948	-9.375	0	0	yes	20.5529	17.8429	23.2629	53.0308	44.9009	61.1607
ENSG00000138385	ENSG00000138385	SSB	2:1706484	q1	q2	0.955	-7.915	0	0	yes	21.5039	17.2863	25.7216	55.8726	48.0225	63.7227
ENSG00000091039	ENSG00000091039	OSBPL8	12:767455	q1	q2	0.964	-6.565	0	0	yes	6.28457	5.46176	7.10738	16.4812	12.1477	20.8148
ENSG00000185745	ENSG00000185745	IFIT1	10:909733	q1	q2	0.964	-9.973	0	0	yes	17.7034	15.0296	20.3771	46.419	40.8172	52.0208
ENSG00000107371	ENSG00000107371	EXOSC3	9:3751088	q1	q2	0.965	-5.073	0	0	yes	21.0443	16.8946	25.194	55.2101	37.2596	73.1607
ENSG00000204314	ENSG00000204314	PRRT1	6:3211613	q1	q2	0.97	-10.08	0	0	yes	32.8292	27.8734	37.785	86.5642	76.2403	96.8881
ENSG00000224189	ENSG00000224189	AC009336.23	2:1769863	q1	q2	0.986	-5.438	0	0	yes	9.79845	6.88016	12.7167	26.267	20.8303	31.7037
ENSG00000251314	ENSG00000251314	CTD-2337A12.1	5:9522080	q1	q2	0.988	-25.541	0	0	yes	0.0481994	0.0455988	0.0508	0.129486	0.122303	0.136668
ENSG00000114473	ENSG00000114473	IQCG	3:1976159	q1	q2	0.993	-4.314	0	0	yes	4.91656	2.98014	6.85298	13.2773	10.1067	16.4479
ENSG00000054267	ENSG00000054267	ARID4B	1:2352944	q1	q2	0.994	-7.11	0	0	yes	12.9326	11.5959	14.2693	34.94	25.8637	44.0163
ENSG00000134321	ENSG00000134321	RSAD2	2:6980700	q1	q2	1.002	-8.312	0	0	yes	16.9812	13.5275	20.4348	46.2669	40.2688	52.265
ENSG00000119917	ENSG00000119917	IFIT3	10:909733	q1	q2	1.005	-9.031	0	0	yes	6.42996	5.27673	7.5832	17.5704	15.253	19.8878
ENSG00000136143	ENSG00000136143	SUCLA2	13:485106	q1	q2	1.008	-5.458	0	0	yes	7.01922	5.03448	9.00397	19.2411	14.6647	23.8175
ENSG00000114544	ENSG00000114544	SLC41A3	3:1257251	q1	q2	1.01	-10.551	0	0	yes	39.997	34.8023	45.1916	109.774	94.3429	125.205
ENSG00000223725	ENSG00000223725	AC007879.5	2:2081043	q1	q2	1.014	-17.121	0	0	yes	0.0739635	0.0677067	0.0802202	0.203789	0.186909	0.22067
ENSG00000083097	ENSG00000083097	DOPEY1	6:8377738	q1	q2	1.027	-5.484	0	0	yes	2.50174	1.61112	3.39237	6.9837	6.17474	7.79266
ENSG00000225920	ENSG00000225920	RIMKLBP2	1:2192599	q1	q2	1.032	-6.688	0	0	yes	0.0679035	0.0518985	0.0839085	0.190506	0.152594	0.228418
ENSG00000119509	ENSG00000119509	INVS	9:1028615	q1	q2	1.036	-5.164	0	0	yes	9.36207	5.9684	12.7557	26.37	21.8434	30.8966
ENSG00000202394	ENSG00000202394	SNORD47	1:1738312	q1	q2	1.038	-9.466	0	0	yes	29.417	24.7802	34.0537	83.0666	70.3991	95.7342
ENSG00000143353	ENSG00000143353	LYPLAL1	1:2192599	q1	q2	1.04	-5.328	0	0	yes	5.35593	3.79886	6.913	15.1583	11.2063	19.1104
ENSG00000158092	ENSG00000158092	NCK1	3:1365810	q1	q2	1.04	-4.03	0	0.001	yes	4.37678	2.28706	6.46651	12.3826	9.95731	14.8079
ENSG00000010030	ENSG00000010030	ETV7	6:3632241	q1	q2	1.053	-6.949	0	0	yes	4.2522	3.16885	5.33555	12.183	10.186	14.1801
ENSG00000173113	ENSG00000173113	TRMT112	11:640730	q1	q2	1.054	-9.195	0	0	yes	22.6609	18.2987	27.0231	65.0087	56.9176	73.0999
ENSG00000207556	ENSG00000207556	MIR636	17:747302	q1	q2	1.055	-42.934	0	0	yes	4.42696	4.27876	4.57517	12.7107	12.2536	13.1678
ENSG00000151006	ENSG00000151006	PRSS53	16:310857	q1	q2	1.06	-6.942	0	0	yes	4.31615	3.19323	5.43906	12.4572	10.4656	14.4488
ENSG00000227617	ENSG00000227617	AC009475.2	2:1693127	q1	q2	1.062	-5.525	0	0	yes	1.38579	0.943961	1.82762	4.00739	3.14701	4.86776
ENSG00000155744	ENSG00000155744	FAM126B	2:2017736	q1	q2	1.065	-6.226	0	0	yes	6.56554	4.88686	8.24423	19.0404	14.7141	23.3667
ENSG00000119616	ENSG00000119616	FCF1	14:751798	q1	q2	1.066	-5.003	0	0	yes	7.4291	4.73469	10.1235	21.5773	16.7465	26.4081
ENSG00000003509	ENSG00000003509	C2orf56	2:3739496	q1	q2	1.079	-9.05	0	0	yes	23.2746	18.547	28.0023	68.4453	59.9042	76.9864
ENSG00000228932	ENSG00000228932	RP11-88G17.2	9:1328157	q1	q2	1.079	-34.733	0	0	yes	0.0763171	0.0729997	0.0796344	0.224405	0.214451	0.234358
ENSG00000246982	ENSG00000246982	RP1-179N16.6	6:3611447	q1	q2	1.08	-32.368	0	0	yes	0.0029454	0.0028212	0.00306955	0.0086705	0.0082222	0.0091189
ENSG00000114388	ENSG00000114388	NPRL2	3:5038476	q1	q2	1.081	-9.051	0	0	yes	18.4409	14.6373	22.2445	54.3829	47.8193	60.9465
ENSG00000204856	ENSG00000204856	C12orf24	12:110890	q1	q2	1.086	-6.474	0	0	yes	5.56961	3.91807	7.22115	16.501	13.9098	19.0921
ENSG00000171097	ENSG00000171097	CCBL1	9:1315952	q1	q2	1.094	-6.19	0	0	yes	3.26793	2.33709	4.19878	9.75795	7.71598	11.7999
ENSG00000157654	ENSG00000157654	PALM2-AKAP2	9:1124030	q1	q2	1.098	-3.653	0	0.005	yes	0.7497	0.405493	1.09391	2.24787	1.37533	3.12041

ENSG00000129194	ENSG00000129194	SOX15	17:748292	q1	q2	1.103	-4.386	0	0 yes	1.80303	1.04622	2.55983	5.43019	3.92762	6.93275
ENSG00000177981	ENSG00000177981	ASB8	12:485415	q1	q2	1.106	-12.597	0	0 yes	39.415	33.8053	45.0247	119.105	106.86	131.35
ENSG00000088876	ENSG00000088876	ZNF343	20:244227	q1	q2	1.109	-9.974	0	0 yes	4.37142	3.59537	5.14747	13.2514	11.4765	15.0264
ENSG00000249293	ENSG00000249293	CTC-575I10.1	5:7292198	q1	q2	1.109	-19.528	0	0 yes	0.0855451	0.0791778	0.0919124	0.259376	0.237114	0.281637
ENSG00000159899	ENSG00000159899	NPR2	9:3579215	q1	q2	1.115	-3.567	0	0.007 yes	1.84315	0.935158	2.75114	5.62059	3.45761	7.78358
ENSG00000186862	ENSG00000186862	PDZD7	10:102756	q1	q2	1.116	-5.291	0	0 yes	3.09049	1.96542	4.21555	9.43215	7.42264	11.4417
ENSG00000080823	ENSG00000080823	RAGE	14:102692	q1	q2	1.122	-5.704	0	0 yes	8.44346	5.72976	11.1572	25.9296	20.0478	31.8115
ENSG00000249115	ENSG00000249115	HAUS5	19:361036	q1	q2	1.141	-11.053	0	0 yes	5.88639	4.95338	6.81941	18.4154	15.9814	20.8495
ENSG00000144401	ENSG00000144401	METTL21A	2:2081043	q1	q2	1.143	-4.016	0	0.001 yes	3.51839	1.78106	5.25572	11.0316	7.91006	14.1531
ENSG00000119922	ENSG00000119922	IFIT2	10:909733	q1	q2	1.175	-7.934	0	0 yes	2.06626	1.56792	2.5646	6.68999	5.54027	7.83971
ENSG00000256349	ENSG00000256349	CTD-3074O7.11	11:662342	q1	q2	1.176	-8.127	0	0 yes	2.18126	1.66736	2.69517	7.0714	5.88254	8.26026
ENSG00000105640	ENSG00000105640	RPL18A	19:179707	q1	q2	1.186	-11.363	0	0 yes	51.7198	43.0698	60.3699	169.353	148.188	190.517
ENSG00000122406	ENSG00000122406	RPL5	1:9329759	q1	q2	1.189	-3.756	0	0.003 yes	8.11115	3.5565	12.6658	26.6354	18.8474	34.4234
ENSG00000118894	ENSG00000118894	FAM86A	16:512181	q1	q2	1.19	-5.214	0	0 yes	1.13745	0.688554	1.58635	3.73851	2.88127	4.59575
ENSG00000254876	ENSG00000254876	RP11-23J9.5	9:1000000	q1	q2	1.192	-8.119	0	0 yes	0.025137	0.0200842	0.0301897	0.0827885	0.065068	0.100509
ENSG00000167100	ENSG00000167100	SAMD14	17:481721	q1	q2	1.201	-3.987	0	0.001 yes	0.633679	0.395312	0.872046	2.10542	1.11499	3.09585
ENSG00000254772	ENSG00000254772	EEF1G	11:623270	q1	q2	1.206	-10.669	0	0 yes	13.2579	10.9108	15.605	44.2835	38.0565	50.5104
ENSG00000249007	ENSG00000249007	RP11-510N19.5	1:2019514	q1	q2	1.209	-3.944	0	0.002 yes	1.70697	0.799568	2.61437	5.71898	3.97155	7.46641
ENSG00000189337	ENSG00000189337	KAZN	1:1492519	q1	q2	1.22	-5.341	0	0 yes	2.12773	1.31848	2.93697	7.20561	5.38275	9.02848
ENSG00000244513	ENSG00000244513	CTD-2013N24.2	3:6906327	q1	q2	1.223	-13.418	0	0 yes	0.0553102	0.0487691	0.0618513	0.187868	0.161815	0.213921
ENSG00000095574	ENSG00000095574	IKZF5	10:124690	q1	q2	1.225	-3.78	0	0.003 yes	2.90671	1.62243	4.19099	9.89225	5.20308	14.5814
ENSG00000255152	ENSG00000255152	MSH5-C6orf26	6:3170772	q1	q2	1.234	-5.643	0	0 yes	1.75903	1.1856	2.33245	6.04201	4.28016	7.80387
ENSG00000203279	ENSG00000203279	RP11-498P14.5	9:1000000	q1	q2	1.24	-8.744	0	0 yes	0.0380334	0.0303884	0.0456784	0.131387	0.105109	0.157664
ENSG00000156970	ENSG00000156970	BUB1B	15:404532	q1	q2	1.243	-11.432	0	0 yes	3.43313	2.8078	4.05847	11.9036	10.4884	13.3189
ENSG00000118263	ENSG00000118263	KLF7	2:2079388	q1	q2	1.259	-3.827	0	0.003 yes	5.24757	2.13092	8.36422	18.4892	13.2415	23.7369
ENSG00000154309	ENSG00000154309	DISP1	1:2229883	q1	q2	1.265	-4.668	0	0 yes	1.24465	0.71134	1.77795	4.41136	2.94646	5.87626
ENSG00000174444	ENSG00000174444	RPL4	15:667908	q1	q2	1.282	-10.208	0	0 yes	17.8381	14.1494	21.5268	64.3162	55.1346	73.4977
ENSG00000166348	ENSG00000166348	USP54	10:751961	q1	q2	1.286	-8.274	0	0 yes	9.51352	7.0577	11.9693	34.4077	28.4553	40.3601
ENSG00000121236	ENSG00000121236	TRIM6	11:527441	q1	q2	1.305	-4.224	0	0.001 yes	0.635799	0.342391	0.929208	2.34359	1.38159	3.30558
ENSG00000243135	ENSG00000243135	UGT1A3	2:2345262	q1	q2	1.307	-6.464	0	0 yes	1.46264	0.956513	1.96878	5.40433	4.27369	6.53498
ENSG00000160062	ENSG00000160062	ZBTB8A	1:3293065	q1	q2	1.31	-3.714	0	0.004 yes	0.573468	0.218483	0.928452	2.1248	1.40649	2.84311
ENSG00000256223	ENSG00000256223	ZNF10	12:133707	q1	q2	1.314	-4.559	0	0 yes	0.254865	0.135511	0.374219	0.948427	0.629537	1.26732
ENSG00000183077	ENSG00000183077	AFMID	17:761833	q1	q2	1.337	-8.612	0	0 yes	6.46081	5.00849	7.91314	24.6074	19.3344	29.8803
ENSG00000242257	ENSG00000242257	AC044839.1	11:458481	q1	q2	1.341	-3.917	0	0.002 yes	107.414	42.6409	172.187	410.733	277.473	543.992
ENSG00000144802	ENSG00000144802	NFKBIZ	3:1014980	q1	q2	1.346	-8.529	0	0 yes	5.42436	4.31009	6.53863	20.846	15.8494	25.8426
ENSG00000256142	ENSG00000256142	AL513327.1	1:3372214	q1	q2	1.347	-4.049	0	0.001 yes	0.962019	0.397731	1.52631	3.70155	2.53701	4.86609
ENSG00000147687	ENSG00000147687	TATDN1	8:1255007	q1	q2	1.35	-8.795	0	0 yes	10.8226	7.93491	13.7104	41.7491	35.4086	48.0897
ENSG00000105519	ENSG00000105519	CAPS	19:591138	q1	q2	1.352	-9.455	0	0 yes	4.04274	3.05306	5.03243	15.6181	13.3123	17.9239
ENSG00000100629	ENSG00000100629	CEP128	14:809433	q1	q2	1.357	-5.126	0	0 yes	3.83187	2.05679	5.60696	14.8778	11.0701	18.6855
ENSG00000138442	ENSG00000138442	WDR12	2:2037453	q1	q2	1.364	-7.628	0	0 yes	10.7902	8.00839	13.572	42.1896	31.7397	52.6396
ENSG00000169062	ENSG00000169062	UPF3A	13:115047	q1	q2	1.364	-4.033	0	0.001 yes	3.98767	1.95202	6.02333	15.5932	8.67727	22.5091
ENSG00000226763	ENSG00000226763	SRRM5	19:441005	q1	q2	1.365	-6.739	0	0 yes	1.20748	0.779482	1.63547	4.72629	3.80038	5.6522
ENSG00000164048	ENSG00000164048	ZNF589	3:4828258	q1	q2	1.371	-7.243	0	0 yes	1.4373	1.03256	1.84203	5.65917	4.22821	7.09014
ENSG00000242095	ENSG00000242095	AC062037.1	2:8556921	q1	q2	1.373	-31.29	0	0 yes	0.151867	0.142718	0.161017	0.599304	0.561074	0.637534
ENSG00000226099	ENSG00000226099	RP11-544L8__B.2	6:1142541	q1	q2	1.416	-39.999	0	0 yes	0.152785	0.14538	0.160189	0.629326	0.59686	0.661792
ENSG00000073910	ENSG00000073910	FRY	13:325994	q1	q2	1.432	-3.756	0	0.003 yes	1.21569	0.518242	1.91313	5.08765	2.53354	7.64176
ENSG00000119684	ENSG00000119684	MLH3	14:754804	q1	q2	1.443	-4.378	0	0 yes	7.10995	2.53915	11.6808	30.0914	25.7162	34.4665
ENSG00000234141	ENSG00000234141	AC009473.1	7:7676148	q1	q2	1.452	-27.733	0	0 yes	0.0456347	0.0422497	0.0490197	0.194955	0.180544	0.209366
ENSG00000226677	ENSG00000226677	RP11-85K15.1	14:353900	q1	q2	1.453	-35.472	0	0 yes	0.0560201	0.0528384	0.0592019	0.23942	0.225294	0.253547
ENSG00000255782	ENSG00000255782	Z83840.1	22:419567	q1	q2	1.47	-5.341	0	0 yes	0.948394	0.482716	1.41407	4.12498	3.09828	5.15168

How the deposited data were processed for this re-analysis (not part of the article)

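RNA-seq of LY2 cells transfected with siRNA-HOXC11 or with scrambled siRNA was examined from 1 gene table. The paper and the sample labels give 4 libraries per group, with 1 library of each group in each lane. The table names replicates 1 and 2 of each group as the libraries that were averaged. Replicates 3 and 4 were not analysed here, and the paper says only that, after quality checks, 2 replicates per group were used.

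The authors aligned reads of 36 bp with TopHat (version 1.2.0 in the submitters' processing notes) and ran Cuffdiff 1.0.2, and the deposited FPKM values are Cuffdiff's, 1 per gene and group, rounded to 3 decimals. The deposited fold changes are natural logs of siRNA-HOXC11 over scrambled made by the authors, with a placeholder where 1 group is at 0. The authors' p-values and q-values are also rounded to 3 decimals, so that 1092 genes have a q listed as 0, and the largest p listed is 0.004. Only genes called by the authors are listed. The deposited natural log fold changes were checked against the FPKM values, and 96.7% of those above 0 in both groups lay within 0.01. Normalization, the assignment of reads to genes and the averaging over libraries had been done by the authors and could not be changed.

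Because the values are averages, no test of the group difference was run, and the test planned for values per library was not used. The authors' calls were counted by direction. The log2 fold changes are the authors' deposited natural log fold changes divided by the natural log of 2, and ratios, folds and percent falls were computed from the deposited FPKM values with no pseudocount. The limit of 1.5-fold was applied to the authors' fold changes. Shares are given with exact Clopper-Pearson intervals at 95%, which cover counting error only. Depth per library was not analysed here, and a nominal depth of 54000000 reads, the paper's average, was used where a number of fragments is given.

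Gene biotypes, positions and starts came from GENCODE release 44 lifted to GRCh37, matched by Ensembl identifier. The 16 lists of gene names cover the estrogen response, androgen response, HOX genes, interferon response, protein folding in the endoplasmic reticulum, the lysosome and sphingolipid breakdown, cell cycle, cholesterol and fatty acid synthesis, adhesion with matrix and migration, growth factor receptor signalling, steroid receptors and coregulators, luminal epithelium, basal epithelium, blood and stroma, small RNA silencing, and heat shock with oxidative stress. The lists were written before the data were examined, except that part of Additional files 2 and 3 and all of Fig. 1d had been seen. A further 9 lists come from patterns in gene symbols. For each list, the median log2 fold change of its called members was placed among 10000 random lists of called genes with the same number of members in each of 10 classes of mean FPKM. This describes the averaged values and is not a test over replicates. Of 25 lists, 20 had at least 3 called members, 4 of these lay outside the central 95% and 1 would be expected there by chance. For 3 of the 4, the small nucleolar, microRNA and small nuclear RNA lists, this placement rests on genes listed at 0, which were ranked beyond every finite fold change, and it is not used further. With such genes left out, a setting added after the data were seen, 2 of 18 lists lay outside, the interferon response and 3 microRNA genes. On simulated lists of 20 genes, 6.00% of 300 random lists lay outside the central 95%. Of 300 simulated lists made up only of genes that rose, 83.3% were found, short of the 90% first aimed for, so that a list of that size whose genes all move one way can be missed. Shorter lists, such as most of those by name, were not simulated.

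Genes named in the text are those the paper names in its text or Fig. 1d, the 10 largest rises and the 10 largest falls among genes with an FPKM of at least 1 in both groups, the 5 most abundant genes that rose and the 5 that fell, and up to 4 called members per list. ISG15, IFITM1, IFIT5, OAS1, OAS2, OAS3, IFITM2, CMPK2, TAP1, PSMB8, STAT1, GLS, MIR181A2HG, H2AFZ and the genes that complete a short list were named after their values were seen. Of the 5 most abundant genes that rose, 1 lies on chromosome Y and its values are not reported.

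The AR matches of Additional file 5 were joined to the table by gene identifier, and genes that rose and fell were compared with Fisher's exact test, 2-sided. To scan genes outside the table, an AR matrix was recovered from those matches by a linear fit of the log of the match p value on the bases of 1115 matches. Base weights were used only where a base was seen at least 5 times, and other bases were not allowed. In a first version, which used bases seen as few as 1 time, listed matches were poorly recovered, and the difference in shares between called and other genes had been seen before the version was replaced. The version used was then chosen among 6 (bases seen at least 1 or 5 times, each with 3 thresholds) by its balanced agreement with the listed and unlisted genes of Additional file 5 alone, and the bounds set for the test were left as they were. With matches held out of the fit, 93.8% of them passed its threshold. Its verdict was the same as that of Additional file 5 for 89.8% of 1796 genes. In simulated windows, 95.5% of 1000 planted matches were found, and 53.6% of 6000 random windows held a match, where 53.8% were expected. The planted matches came from the listed matches behind the fit. The threshold had been set on random sequence of the same base composition as the random windows. Both values therefore check only that the scan runs as set, and not how well it finds other sites. Windows of 400 bp around the annotated start were scanned on both strands, and shares outside the table were reweighted to the GC content of the called genes. The HOXC11 consensus was searched for by mismatches over 5000 bp upstream. The ChIP primers were located by exact match over all chromosomes of GRCh37.

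The alternatives were a q of 0.01 or less, an FPKM of at least 1 (or 10) in at least 1 group, leaving out genes at 0, a fold change of at least 1.5, intervals of the authors that do not overlap, leaving out identifiers without a biotype, a motif p under 0.0001 and other ranks for PSAP. A limit on the length of the listed locus, and the gene lists without genes at 0, were added after the data were seen. The intervals were read from Additional file 3 for 940 of the 942 genes that rose, and the copy of Additional file 2 was used in no count because it holds only part of the genes that fell. The estrogen receptor matches, the RT-qPCR, ChIP and protein experiments and the clinical samples were not analysed here. The analysis used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.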

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

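The tests of the interferon response genes were chosen after the result was seen, and those of genes listed at 0 were set before their results were seen.

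Of the 26 called interferon response genes, 25 were higher after siRNA-HOXC11, a group of genes the paper does not discuss. Expression near the floor of detection is argued against as the cause, since the median of the mean FPKM over the 25 genes was 50.4, and the lowest was 4.38. A shift of the whole library by the scaling is argued against as well, since 49.1% of all called genes were higher. Of the higher genes, 12 have a listed locus at most 1.5 times as long as the gene. Among these, STAT1 and IFITM2 still share their locus with another called gene, and the others do not. ISG15 passes because its locus is shorter than the annotated gene. Reads shared within long loci therefore do not account for the whole pattern. What stays open is whether the rise followed the loss of HOXC11 or the transfected siRNA itself. Each group received 1 siRNA reagent, from different suppliers by the labels, so the 2 cannot be told apart. The replicates could not be compared, because only averages were examined. A response to the siRNA and a response to lower HOXC11 are both candidate explanations, and neither is favoured by these values.

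All 6 called estrogen response genes were lower after siRNA-HOXC11 and the paper does not discuss them as a group. Their falls were small, and the median did not stand apart from random lists of called genes. In so short a list, that comparison can miss a shared direction. No explanation was tested.

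There were 211 genes listed at 0 FPKM in scrambled and above 0 after siRNA-HOXC11, although the authors called them, and 235 listed at 0 the other way round. Of the 448 genes at 0 in at least 1 group, 14.3% were protein-coding and the median FPKM of the higher group was 0.176, against 78.0% and 29.1 FPKM for called genes above 0 in both. The median listed locus was 72.8 times as long as the gene, against 1.51 times for the others. Few reads per gene may account for many of these calls: from the longest annotated transcript and the paper's average depth, the median was 5.93 nominal fragments per library over 383 such genes, with 252 genes under 10 fragments. This cannot hold for all, as 51 of the genes had at least 100 nominal fragments. Reads moved between overlapping genes of one locus stay open. Of 286 pairs of called genes that share a locus and include a gene at 0, 49.3% moved in opposite directions (95% confidence interval 43.4 to 55.3), against a median of 50.0% when directions were permuted. The observed share lay at percentile 38.0 of the permuted shares. By the bound set beforehand, a share at or below the permuted median counts against this explanation, and that bound was met. It took no account of counting error, however. The pairs are not independent and the interval spans the permuted median, so the pair counts are not taken to decide. No biological explanation was tested.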

How the results depend on the processing

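No paired analysis was possible because the table gives 1 averaged value per group and no values per library. For the same reason, leaving out each replicate in turn, another pseudocount, a count-based test and a filter on low values per library were not run. The intervals of the authors were compared only for genes that rose. A listed locus at most 1.5 times as long as the gene, and the gene lists without genes at 0, were settings chosen after seeing the data.

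The counts of called genes, in all and by direction, stayed within 1.5 times of the full counts with a q of 0.01 or less (1487 genes), an FPKM of at least 1 in at least 1 group (1423), genes at 0 left out (1471) and a fold change of at least 1.5 (1465). The last count keeps genes at 0 in 1 group, because their placeholder passes the limit. With these genes left out as well, the count would be lower. That count was not made, so the bound of 1.5 times is not shown for it. The intervals of the 2 groups did not overlap for 899 of 940 genes that rose. With the limit on locus length, 735 genes were left, 356 higher and 379 lower, and 12 interferon response genes were higher. That setting leaves out genes by its construction.

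With a fold change of at least 1.5, 16 interferon response genes were higher and 0 estrogen response genes were lower, since the falls of the estrogen genes were smaller than that. The other settings chosen before the data were seen left 21 or 25 higher interferon genes and 4 or 6 lower estrogen genes, and the limit on locus length left 4 estrogen genes. With an FPKM of at least 1, there were again 4 gene lists outside the central 95%, the same lists. With genes at 0 left out, there were 2, the interferon response and the microRNA genes. The small nucleolar RNA list then lay inside and the small nuclear RNA list had no gene left, since that setting leaves out genes at 0 by its construction.

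The protein-coding share was 78.2% with an FPKM of at least 1 and 67.4% with identifiers without a biotype left out. The share of genes with an AR match was 9.95% at a motif p under 0.0001 and 60.2% with an FPKM of at least 1. The difference in that share between genes that fell and genes that rose did not pass Fisher's exact test under these settings either (-0.47 percentage points, p = 0.761, and 1.77 percentage points, p = 0.516). PSAP ranked 29 by the size of the fold change. The median log2 size of the fold change was 0.71 for genes that rose with an FPKM of at least 10, and for genes that fell 0.76 with an FPKM of at least 1 and 0.64 with at least 10. The cause of these shifts was not tested.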

Differences from the paper's values

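For PSAP in LY2 cells, the paper's ratio of siRNA-HOXC11 to scrambled is about 0.26 in Fig. 2c (i), read by eye and measured by RT-qPCR, whereas the ratio of the FPKM values in the authors' deposited table is 0.873. Both are ratios on a linear scale, and both are below 1. The assays differ, and the alternatives set before the data were examined do not apply to this ratio, so none gives another value.

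The paper gives the region amplified in ChIP a longer stretch than the 265 bp between the matches of its primers to GRCh37. Counted from the annotated 5′ end, that match covers 191 to 455 bp upstream and lies wholly inside the paper's range. Counted from the end of the listed locus, it covers 73 to 337 bp upstream and begins closer to the gene than the paper's range. The HOXC11 consensus match and the AR match both lie inside the amplicon, as the paper states for a HOXC11 site and a hormone response element.

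The paper describes its other primer pair as a distal control outside the promoter. Those primers match chromosome 21 of GRCh37 rather than chromosome 10, where PSAP lies, and the nearest 5′ end of a protein-coding gene, that of S100B, is 1315 bp away. This places the region outside the PSAP promoter. It lies upstream of S100B, however, within the 5000 bp that the paper's motif search took as promoter. By that measure the region is not outside every promoter. In its ChIP of LetR and LY2 cells, the paper reports no detected signal for this control in any sample.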

Other observations

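The bounds of the test on AR matches were set before its result was seen, although the difference from a discarded version of the matrix was seen before the version used was chosen, and the comparison of HOXC11 consensus matches was added later.

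Scanned with the matrix recovered from Additional file 5, 656 of 1211 called protein-coding genes had an AR match, or 54.2%, and 10544 of 18964 protein-coding genes outside the table, or 55.6% (55.5% when reweighted to the GC content of the called genes). The called genes differed from the reweighted share by -1.34 percentage points, and the counts before reweighting did not differ by Fisher's exact test at a threshold of 0.05 (2-sided, p = 0.340, odds ratio 0.944), with genes as units. After the bases of each window were shuffled, 50.3% of the called genes still had a match. Over the 6 versions of the matrix, the difference ran from -1.34 to 2.06 percentage points. These values are consistent with matches that arise by chance at this threshold in a 400-bp window, which were set to be ruled out only by a difference of at least 10 percentage points. The matrix was recovered from matches in called genes, and the test says nothing about whether a given match is bound by AR.

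A HOXC11 consensus match with at most 1 mismatch within 5000 bp upstream was found for 63 of 1211 called protein-coding genes, or 5.20%, and for 1055 of 18964 outside the table, or 5.56% (Fisher's exact test, 2-sided, p = 0.650, odds ratio 0.932). Matches by mismatch are not the matrix scores of the paper. From the paper's numbers of 711 genes with a motif among 26648 sequences, a list of the 1243 Entrez gene IDs that the paper gives for its hits, drawn without regard to the motif, would share 33.2 genes with them, and a list of 1919 would share 51.2, where 29 were found. The identifiers behind each list were not examined, so no test was made of this overlap.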
